# Time-resolved carotenoid profiling and transcriptomic analysis reveal mechanism of carotenogenesis for astaxanthin synthesis in the oleaginous green alga *Chromochloris zofingiensis*

**DOI:** 10.1186/s13068-019-1626-1

**Published:** 2019-12-16

**Authors:** Yu Zhang, Meicheng Shi, Xuemei Mao, Yaping Kou, Jin Liu

**Keywords:** Astaxanthin, Alga, Carotenogenesis, *Chromochloris zofingiensis*, Integrated production, Transcriptomic analysis

## Abstract

**Background:**

*Chromochloris zofingiensis* is emerging as an industrially relevant alga given its robust growth for the production of lipids and astaxanthin, a value-added carotenoid with broad applications. Nevertheless, poor understanding of astaxanthin synthesis has limited engineering of this alga for rational improvements.

**Results:**

To reveal the molecular mechanism underlying astaxanthin accumulation in *C. zofingiensis*, here we conducted an integrated analysis by combining the time-resolved transcriptomes and carotenoid profiling in response to nitrogen deprivation (ND). A global response was triggered for *C. zofingiensis* to cope with the ND stress. Albeit the little variation in total carotenoid content, individual carotenoids responded differentially to ND: the primary carotenoids particularly lutein and β-carotene decreased, while the secondary carotenoids increased considerably, with astaxanthin and canthaxanthin being the most increased ones. The carotenogenesis pathways were reconstructed: ND had little effect on the carbon flux to carotenoid precursors, but stimulated astaxanthin biosynthesis while repressing lutein biosynthesis, thereby diverting the carotenoid flux from primary carotenoids to secondary carotenoids particularly astaxanthin. Comparison between *C. zofingiensis* and *Haematococcus pluvialis* revealed the distinctive mechanism of astaxanthin synthesis in *C. zofingiensis*. Furthermore, potential bottlenecks in astaxanthin synthesis were identified and possible engineering strategies were proposed for the alga.

**Conclusions:**

Collectively, these findings shed light on distinctive mechanism of carotenogenesis for astaxanthin biosynthesis in *C. zofingiensis*, identify key functional enzymes and regulators with engineering potential and will benefit rational manipulation of this alga for improving nutritional traits.

## Background

*Chromochloris zofingiensis*, also named frequently as *Chlorella zofingiensis*, belongs to the class Chlorophyceae and differs from the true *Chlorella* species that belong to Trebouxiophyceae [1, 2]. *C. zofingiensis* can tolerate strong light illumination and grow robustly for high biomass production under photoautotrophic conditions [3–6]. The alga is also able to grow in the dark by using sugars as the sole carbon and energy source and achieve ultrahigh cell density in fed-batch culture modes [6, 7]. Furthermore, *C. zofingiensis* has the capacity to accumulate a high level of oleic acid-rich triacylglycerol (TAG), the most energy-dense lipid and ideal precursor for making biodiesel [5, 7, 8]. The robustness in cultivation and lipid production has enabled *C. zofingiensis* to be a promising candidate strain for biofuels. Nevertheless, algal biofuels still remain far away from being economically viable, driving the exploration of lipid production with value-added compounds including protein, carotenoids and polyunsaturated fatty acids [9, 10]. It has been reported that *C. zofingiensis* is able to synthesize TAG and the secondary carotenoid astaxanthin concurrently [5, 8, 11, 12], indicative of its great potential for integrated production of the two compounds.

Astaxanthin is a red ketocarotenoid with the highest anti-oxidative ability found in nature and has wide applications in food, feed, nutraceutical and pharmaceutical industries [13, 14]. Algae are believed to be the primary producers of natural astaxanthin, among which *Haematococcus pluvialis* and *C. zofingiensis* are most studied species for astaxanthin production [15, 16]. Although synthesizing less astaxanthin than *H. pluvialis*, *C. zofingiensis* can achieve considerably higher cell density under multi-trophic growth conditions leading to comparable astaxanthin yield and productivity [6, 15]. Nevertheless, improvement in intracellular astaxanthin level is in need and critical for *C. zofingiensis* to substitute *H. pluvialis* for astaxanthin production, which relies on better understanding of carotenogenesis for astaxanthin synthesis in the alga. Similar to higher plants, algae synthesize primary carotenoids in the chloroplast likely utilizing isoprenoids derived from the methylerythritol phosphate (MEP) pathway rather than the mevalonate (MVA) pathway as the precursors [17]. Several types of reactions are involved: condensation of two geranylgeranyl pyrophosphate (GGPP) molecules to form the first C_40_ carotene phytoene, four step-wise desaturation reactions converting phytoene to lycopene, cyclization of lycopene to form β-carotene and α-carotene, and hydroxylation of the two carotenes to zeaxanthin and lutein [18]. Ketolation is required for astaxanthin biosynthesis, which is catalyzed by β-carotene ketolase (BKT) in algae but typically not present in higher plants [16]. The majority of algal astaxanthin is esterified with fatty acids, either on its one side or both sides [19, 20], and is packed into TAG-enriched lipid droplets for storage [21], pointing to the potential cross talk between astaxanthin and TAG biosynthesis [8, 22, 23]. While well studied in *H. pluvialis*, the carotenogenesis for astaxanthin synthesis in *C. zofingiensis* seemingly has distinctions and remains largely to be explored [15].

*Chromochloris zofingiensis* is capable of accumulating astaxanthin under many culture conditions including nitrogen deprivation (ND), high light (HL), salt stress and glucose induction [3–6, 8, 24, 25]. The availability of annotated genome of *C. zofingiensis* lays a strong foundation for studying the molecular mechanisms of astaxanthin biosynthesis [26]. Recently, several transcriptomic studies on astaxanthin biosynthesis have been conducted for *C. zofingiensis* under such conditions as HL and glucose induction but not ND [26–28]. Furthermore, comparative studies indicated that ND exhibited a more profound effect than HL and glucose induction on astaxanthin synthesis in *C. zofingiensis* [4, 8, 24], pointing to the significance in unraveling the mechanism of carotenogenesis in response to ND. We have previously performed transcriptomic analysis of *C. zofingiensis* but with a focus on lipid metabolism [29]. To fill the gap in better understanding ND-induced astaxanthin biosynthesis, here an integrated analysis was conducted for *C. zofingiensis* by combining the time-resolved carotenoid profiling and transcriptomes. A global response occurred to cope with the ND stress. Based on the reconstructed carotenogenesis pathways, astaxanthin biosynthesis was stimulated, while lutein biosynthesis was impaired leading to astaxanthin accumulation as the expense of primary carotenoids. The distinctions in astaxanthin synthesis between *C. zofingiensis* and *H. pluvialis* were discussed. Furthermore, potential gene targets were identified and engineering strategies for astaxanthin improvements were proposed. Our findings help understand the mechanism of carotenogenesis for astaxanthin biosynthesis in *C. zofingiensis* and shed light on future rational manipulation of this alga for nutritional trait improvements.

## Results and discussion

### Growth responses of *C. zofingiensis* to ND

To investigate growth responses of *C. zofingiensis* to ND, a two-stage culture system was used: the algal cells were firstly cultured in nitrogen-replete (NR) medium for 4 days, followed by another 4-day growth under ND conditions; the starting cell density under NR and ND conditions was the same (Fig. 1). *C. zofingiensis* continued to propagate under ND conditions, but apparently had a low cell density, say 3.3 × 10^7^ cells mL^−1^ compared to 6.5 × 10^7^ cells mL^−1^ under NR conditions (Fig. 1a). The algal cells maintained cell size and color in green under NR conditions while showing an increase in size and color transition to orange under ND conditions (Fig. 1b), indicative of the change of intracellular compositions. Consistent with the cell color, chlorophylls showed a relatively stable content under NR conditions and underwent severe degradation in response to ND (Fig. 1c). Similarly, *F*v/*F*m, an indicator of the maximum PSII quantum yield, exhibited no change under NR conditions but dropped under ND conditions (Fig. 1d). These indicate the attenuation of photosynthesis and explain impairment of algal growth in response to ND, in line with the previous reports in various algae [30–33]. Meanwhile, non-photochemical quenching (NPQ) was stimulated (Fig. 1e), accompanied by the increase in intracellular reactive oxygen species (ROS) level (Fig. 1f), suggesting the occurrence of stress triggered by ND.

**Fig. 1:**
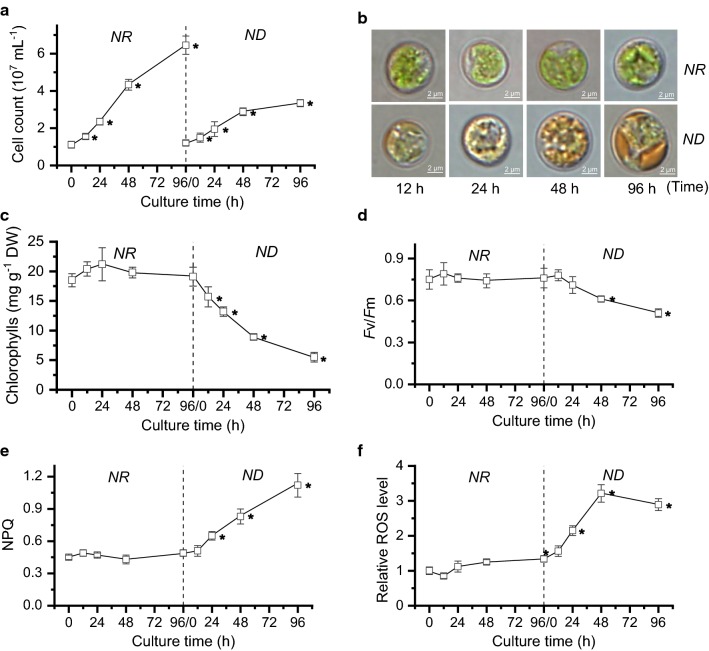
Changes of growth and photosynthesis-related parameters of *C. zofingiensis* under nitrogen replete (NR) and nitrogen deprivation (ND) conditions. **a** Cell count. **b** Microscopic images of algal cells. **c** Chlorophyll content. *DW* dry weight. **d** *F*v/*F*m value. **e** Non-chemical quenching (NPQ) value. **f** Relative ROS level. The data are expressed as mean ± SD (*n* = 3). Asterisk right behind the data indicates the significant difference (*t*-test, p < 0.05) compared to 0 h of NR or ND

### Time-resolved carotenoid profiling of *C. zofingiensis* in response to ND

In spite of many reports about carotenoid analysis of *C. zofingiensis* under various conditions [4, 5, 8, 11, 25, 34, 35], the carotenoid dynamics in a comprehensive way is still lacking, particularly under ND conditions. Here, time-resolved carotenoid profiling was conducted for *C. zofingiensis* within a 96-h culture period upon ND. All detected primary carotenoids, including α-carotene, lutein, β-carotene, zeaxanthin, violaxanthin and neoxanthin, showed a severe decrease in response to ND (Fig. 2). Among them, lutein and β-carotene, the major primary carotenoids, underwent the most severe attenuation in the content and maintained only 15% after 96-h ND treatment. This is generally in line with previous studies in which the intracellular contents of lutein and β-carotene dropped under stress conditions such as ND and HL, though to various extents [4, 25, 35]. By contrast, the secondary carotenoids such as echinenone, canthaxanthin, adonixanthin, astaxanthin and ketolutein, which were present only in trace amounts under NR conditions, were considerably induced to accumulate under ND conditions (Fig. 2). Notably, astaxanthin and canthaxanthin exhibited the greatest increase, over 20-fold after 96 h of ND. Interestingly, the total carotenoid content had little change under ND conditions, suggesting that secondary carotenoids accumulate at the expense of primary carotenoids.

**Fig. 2:**
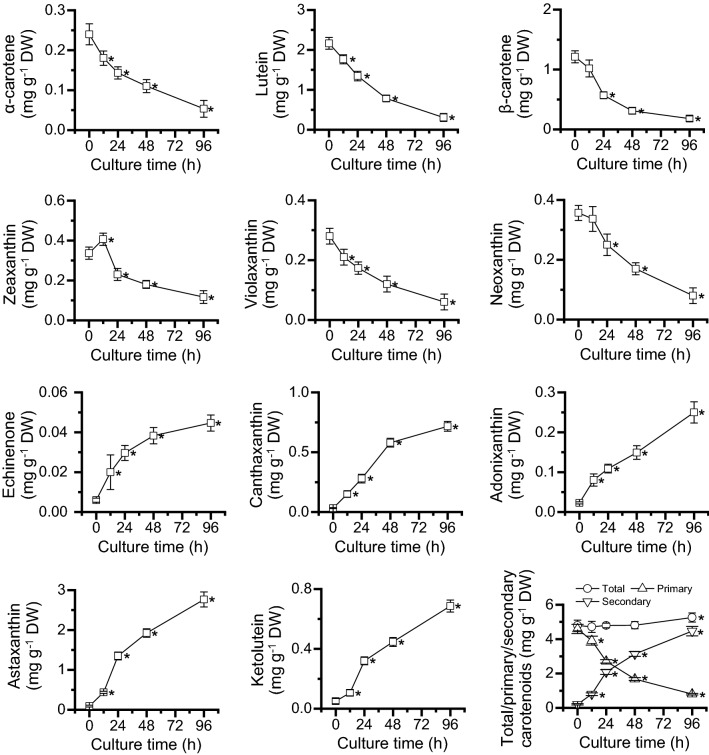
Carotenoid profiling of *C. zofingiensis* in response to ND. The data are expressed as mean ± SD (*n* = 3). Asterisk right behind the data indicates the significant difference (*t* test, *p* < 0.05) compared to 0 h of ND

Transcriptome analysis helps elucidate biological processes in a global way and has been receiving increasing interest for algal research [26–28, 36–39]. We have recently generated time-resolved transcriptomes with a focus on dissecting the mechanism of lipogenesis for TAG synthesis in *C. zofingiensis* under ND conditions [29]. 

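The deposited transcriptomes comprised 15 samples of C. zofingiensis under ND, with 3 replicates at each of 0, 3, 6, 12 and 24 h, and 6 further samples in which 10 µM cerulenin was present for 6 or 12 h of ND. For each sample the authors deposited the FPKM value of 15369 genes, listed by gene ID and rounded to 2 decimals. The paper's text does not name the aligner, the counting tool or the genome build behind these values. For 284 of the 285 genes in Additional files 1, 3, 4 and 8 the listed FPKM values were those of the deposited ND samples. The number of reads per sample is not given with FPKM values. From the smallest steps between low FPKM values, the relative depth was estimated at 0.66 to 1.06 of that of the first replicate at 0 h, and it was lowest at 24 h, with a mean of 0.79. Between 976 and 1208 genes were listed at 0 in the ND samples. Across genes within pairs of samples, log2 values correlated with r of 0.945 to 0.973 between replicates and 0.797 to 0.963 between groups, and genes are not independent replicates.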

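Transcript levels were compared as the mean of log2(FPKM + 0.1) over replicates, so that fold changes of genes near 0 FPKM depend on the pseudocount and can differ from the ratio of mean FPKM. Each time point was compared with 0 h by limma in a single model of the 15 ND samples, with Benjamini-Hochberg adjustment over the 13976 genes with a mean FPKM of at least 1 at 1 or more time points. A DEG had an adjusted p under 0.01 and a log2 fold change of at least 1 in size. Standard errors and adjusted p-values of log2 fold changes are from this model. An exact permutation test of 3 replicates against 3 cannot give a two-sided p below 0.1. Replicate numbers in the sample labels are shared between time points, and the paper states no pairing. Deviations from the group means correlated on average at 0.019 between samples with the same number and at -0.01 between samples with different numbers. With the replicate number as a block in the model, 6547 genes were DEGs at any time point, against 6507 without the block.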

Here, we took advantage of these high-quality transcriptomes and had them analyzed in combination with the growth-related and pigment profiling data (Figs. 1 and 2), with an aim to better understand the ND-induced global response and carotenogenesis for astaxanthin biosynthesis in *C. zofingiensis*, which were detailed in the subsequent sections.

### ND severely impairs photosynthesis and CO_2_ fixation of *C. zofingiensis*

Light harvest is a prerequisite for the initiation of photosynthesis, which is mediated by light-absorbing pigments including chlorophylls and carotenoids. Chlorophylls, the core pigments involved in photosynthesis, are conserved in higher plants and green algae [17]. Chlorophyll biosynthesis starts from glutamate and involves a set of enzymatic steps, including 5-aminolevulinic acid, uroporphyrinogen III formation, trimming of the side chains to form protoporphyrin IX and synthesis of chlorophylls *a* and *b* [40]. The genes encoding all these enzymes are present in the *C. zofingiensis* genome, ranging from 1 to 3 isoforms (Additional file 1: Data S1). The vast majority of the genes showed a dramatic decrease (~ 2000-fold) in the transcript abundance at as early as 3 h of ND in a well-coordinated way (Fig. 3a and Additional file 2: Figure S1), indicating the fast and tremendous response of the alga to ND. 

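Of the 30 chlorophyll biosynthesis genes, 25 were DEGs that fell, 2 were DEGs that rose and 3 were no DEGs at any time point. At 3 h of ND 24 of them were down-regulated and 2 up-regulated, and the median log2 fold change against 0 h was -4.64. The largest fall at 3 h was -9.64 on the log2(FPKM + 0.1) scale. The median was -4.85 at 6 h, -4.74 at 12 h and -3.64 at 24 h. GUN4 (Cz11g24180) fell most, from 280 ± 22.6 FPKM (SD, n = 3) at 0 h to 1.56 ± 1.12 at 3 h and 0.09 ± 0.156 at 6 h, with a log2 fold change of -10.82 at 6 h (standard error 0.8, adjusted p = 7e-08). CAO (Cz14g04140) rose most, from 19.9 ± 2.55 FPKM at 0 h to 453 ± 14.6 at 12 h, with a log2 fold change of 4.5 (standard error 0.1, adjusted p = 2e-12). With the filter raised to a mean FPKM of 10, only 1 gene counted as up-regulated.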

Chlorophyll degradation, on the other hand, was less affected by ND: only seven out of the 19 genes were DEGs (five up-regulated and two down-regulated) and their abundance was much less changed (Fig. 3a). 

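Among the 19 chlorophyll degradation genes 5 were up-regulated and 2 down-regulated, and 12 were no DEGs. The median log2 fold change of the list was 0.47 at 3 h, 0.25 at 6 h, 0.1 at 12 h and 0.15 at 24 h. NOL (Cz09g17200) fell most, from 91.2 ± 1.66 FPKM (SD, n = 3) at 0 h to 31.6 ± 0.207 at 12 h, a log2 fold change of -1.53 (standard error 0.06, adjusted p = 1.5e-10).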

Pheophorbide *a* oxygenase (PAO) is considered to catalyze the key step of chlorophyll degradation in higher plants [41]. *C. zofingiensis* genome harbors seven *PAO* genes, of which Cz14g19030 had the highest basal transcript level and were mostly up-regulated (~ 11-fold) by ND (Fig. 3a and Additional file 1: Data S1). 

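The PAO gene Cz14g19030 rose from 104 ± 4.89 FPKM (SD, n = 3) at 0 h to 1201 ± 143 at 3 h, with a log2 fold change of 3.52 (standard error 0.1, adjusted p = 7.6e-12), and remained at 851 ± 67.6 FPKM at 24 h. Its basal level was the highest of the 7 PAO genes, ahead of Cz01g44120 with 80.3 ± 2.58 FPKM. Besides Cz14g19030, Cz01g44120 was a DEG at 3 h, with a log2 fold change of 1.09, and Cz08g13200 from 6 h on, with 1.32 at 6 h. Together the 7 genes rose from a total of 407 ± 8.13 FPKM at 0 h to 1674 ± 152 at 3 h, a difference of 2.04 between the mean log2 totals (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).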

In this context, in response to ND stress, chlorophyll biosynthesis was severely repressed and chlorophyll degradation was stimulated, leading to the considerable decrease in intracellular chlorophylls (Fig. 1c).

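By the median of each list, the chlorophyll biosynthesis genes lay at -3.64 or lower on the log2 scale at all 4 time points, and the chlorophyll degradation genes between 0.1 and 0.47. From the repression of the synthesis genes and the rise of the degradation genes, the paper reasons to the loss of chlorophyll in the cells (Fig. 1c).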

**Fig. 3:**
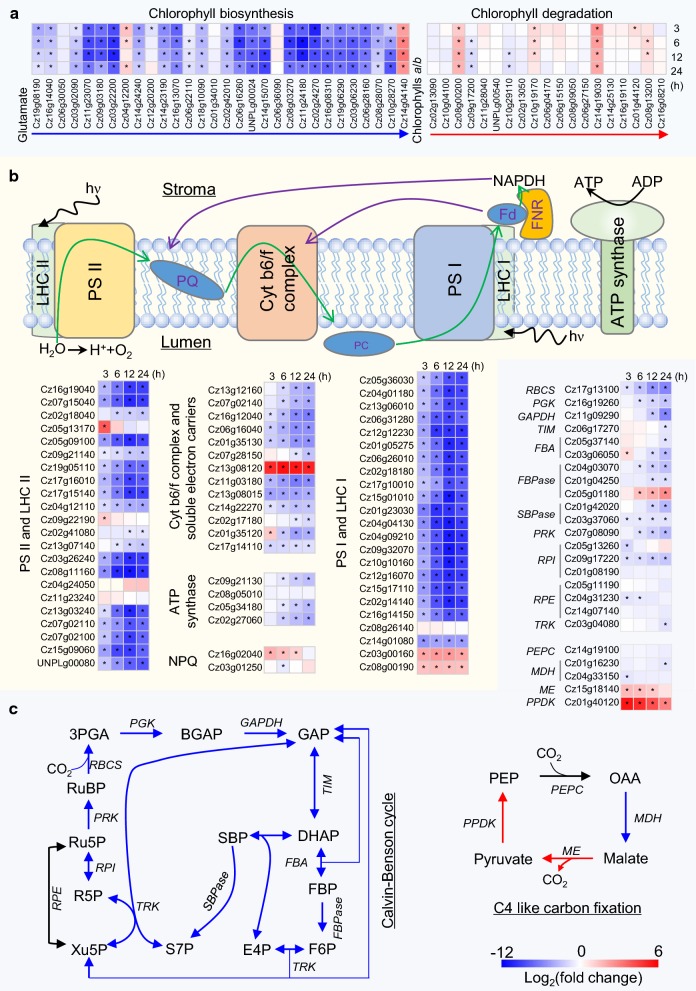
Transcriptional response of photosynthesis and CO_2_ fixation of *C. zofingiensis* to ND. **a** Chlorophyll biosynthesis and degradation. **b** Components of the light reaction and electron transport. Green and purple arrows indicate the electron transport. **c** Pathways of Calvin–Benson cycle and C4 like carbon fixation. Blue, black and red arrows designate down-, non- and up-regulated enzymatic steps. Heat maps show log_2_(fold change) values of transcripts relative to 0 h of ND. Significant difference (absolute log_2_(fold change) value > 1 and FDR adjusted *p* < 0.05; *n* = 3) is indicated with an asterisk. Time refers to the duration of ND. *BPGA* 1,3-bisphosphoglycerate, *DHAP* dihydroxyacetone phosphate, *E4P* erythrose 4-phosphate, *Fd* ferredoxin, *FBA* fructose-bisphosphate aldolase, *FBPase* fructose-1,6-bisphosphatase, *FBP* fructose 1,6-bisphosphate, *FNR* ferredoxin—NADP (+) reductase, *F6P* fructose 6-phosphate, *GAP* glyceraldehyde 3-phosphate, *GAPDH* glyceraldehyde 3-phosphate dehydrogenase, *hν* photon energy, *LHC* light-harvesting complex, *MDH* malate dehydrogenase, *ME* malic enzyme, *OAA* oxaloacetate, *PC* plastocyanin, *PEP* phosphoenolpyruvate, *PEPC* phosphoenolpyruvate carboxylase, *3PGA* 3-phosphoglycerate, *PGK* phosphoglycerate kinase, *PPDK* pyruvate phosphate dikinase, *PQ* plastoquinone, *PRK* phosphoribulokinase, *PS* photosystem, *RBCS* Ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit, *R5P* ribose 5-phosphate, *RPI* ribose 5-phosphate isomerase, *RPE* ribulose-phosphate 3-epimerase, *RuBP* ribulose 1,5-bisphosphate, *Ru5P* ribulose 5-phosphate, *SBP* sedoheptulose 1,7-bisphosphate, *SBPase* sedoheptulose-1,7-bisphosphatase, *S7P* sedoheptulose 7-phosphate, *TIM* triosephosphate isomerase, *TRK* transketolase, *Xu5P* xylulose 5-phosphate. See Additional file 1: Data S1 for the details of gene transcripts

The light reactions of photosynthesis, occurring at thylakoid membranes of the chloroplast, are composed of five complexes such as photosystem I (PS I), PS II, cytochrome *b*_6_/*f* (Cyt *b*_6_/*f*) complex, ferredoxin—NADP^+^ reductase (FNR) and ATP synthase, and electron carriers including plastoquinone (PQ), plastocyanin (PC) and ferredoxin (Fd) [42]. 

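All 10 PS I genes, 10 of the 13 PS II genes, 17 of the 22 LHC genes and the 4 Cyt b6/f genes were DEGs that fell and at no time point rose. At 3 h the median log2 fold change was -3.48 for PS I, -1.65 for PS II, -3.96 for the 21 LHC genes tested and -1.09 for Cyt b6/f. At 12 h these medians were -9.36, -3.81, -9.4 and -4.31 in the same order. PsaK (Cz06g26010) fell most among the PS I genes, from 1399 ± 72.2 FPKM (SD, n = 3) at 0 h to 1.22 ± 2.11 at 12 h, a log2 fold change of -12.03 (standard error 1.55, adjusted p = 1.6e-05). LHCB5 (Cz08g11160) fell from 1801 ± 140 FPKM to 0.897 ± 0.589 at 12 h, a log2 fold change of -11.08 (standard error 0.55, adjusted p = 1.5e-09). PsbQ2 (Cz05g09100) fell by 10.02 on the log2 scale at 12 h. In contrast, 2 PS II genes were DEGs that rose at 3 h only, and 2 LHC genes were so at all 4 time points. PsbQ1 (Cz05g13170) reached 11.8 ± 7.65 FPKM at 3 h from 0.287 ± 0.268 at 0 h. It was back at 0.933 ± 0.893 FPKM at 6 h and 0.103 ± 0.179 at 12 h. Of the LHC genes that rose, LHC12 (Cz03g00160) had a log2 fold change of 3.39 at 12 h. With a pseudocount of 0.01 only 1 of the 2 PS II genes was still counted.

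**Figure D1:**
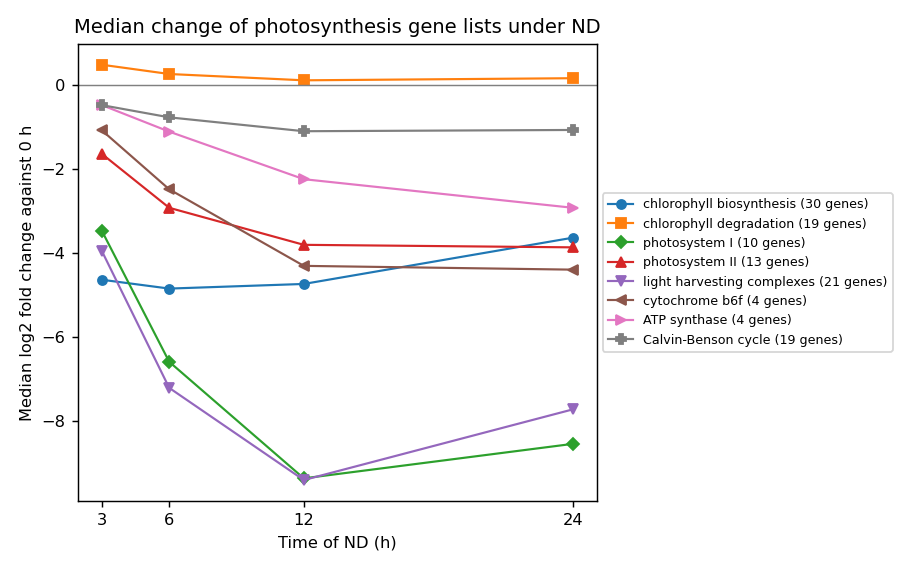
Median log2 fold change of the genes of 8 lists against 0 h (y axis) by hours of ND (x axis), 1 line per list, with the number of genes tested. The PS I and LHC medians reach -9.36 and -9.4 at 12 h, while the chlorophyll degradation median stays between 0.1 and 0.47.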

Similar to chlorophyll biosynthesis, most genes encoding components of PS I, PS II, light-harvesting complexes (LHCs) and Cyt *b*_6_/*f* exhibited a fast, dramatic and coordinated down-regulation in response to ND (Fig. 3b, Additional file 1: Data S1 and Additional file 2: Figure S1). By contrast, genes encoding FNR (producing the reductant NADPH) and ATP synthase (generating the energy molecule ATP) were less responsive to ND: *FNR* gene (Cz02g17180) exhibited little change in the transcript abundance during the early period of ND (3–6 h) and was only down-regulated mildly (threefold) after 24 h of ND; the ATP synthase subunit genes also maintained their abundance during the early period of ND (3 h), followed by a decrease (~ tenfold) (Fig. 3b and Additional file 1: Data S1). These suggested that albeit the severe damage to PS components caused by ND, *C. zofingiensis* still maintained a certain level of activity to produce ATP and NADPH for supporting the continuing propagation of the algal cells (Fig. 1a).

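FNR (Cz02g17180) had 1891 ± 50 FPKM (SD, n = 3) at 0 h, 2083 ± 173 at 3 h, 1404 ± 30.5 at 6 h and 690 ± 22.4 at 24 h. Its log2 fold change was 0.14 at 3 h (standard error 0.06, adjusted p = 0.066), -0.43 at 6 h, where it was 0.26 after quantile normalization, and -1.45 at 24 h (adjusted p = 2.9e-10), the only time point at which it was a DEG. After quantile normalization the fall of FNR at 24 h was 1.69-fold, under the 2-fold limit. None of the 4 ATP synthase genes was a DEG at 3 h, where their log2 fold changes lay between -0.88 and -0.22 and all adjusted p-values but that of Cz05g34180 (0.18) were 0.03 or lower. From 6 h on 3 of the 4 were down-regulated. At 24 h their log2 fold changes were -3.63 for AtpG (Cz02g27060), -3.04 for Cz05g34180 and -2.81 for Cz09g21130, while Cz08g05010 had -0.27. AtpG fell from 918 ± 283 FPKM at 0 h to 72 ± 11.6 at 24 h.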

The production of NADPH catalyzed by FNR requires electrons, which are from the photolysis of water via the linear electron transport. 

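PC had 2427 ± 92.2 FPKM (SD, n = 3) at 0 h, 507 ± 70.1 at 3 h and 76.7 ± 4.4 at 24 h. The gene had a log2 fold change of -2.27 at 3 h and -4.98 at 24 h (standard error 0.14, adjusted p = 8.5e-12).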

PC (Cz01g35130), the electron carrier between Cyt *b*_6_/*f* complex and PS I, was severely down-regulated by ND, in line with the transcriptional expression pattern of Cyt *b*_6_/*f* complex and PS I (Fig. 3b). Unlike PC, Fd, the electron carrier between PS I and FNR had five isoforms and responded differentially to ND: one (Cz13g08120) was considerably up-regulated (> 200-fold), while the other four were down-regulated (Fig. 3b and Additional file 1: Data S1). It has been reported that photosynthetic cells, when exposed to stress conditions, have the cyclic electron transport flow enhanced to produce ATP at the expense of NADPH [37, 43, 44]. 

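The Fd gene Cz13g08120 rose from 21.6 ± 2.9 FPKM (SD, n = 3) at 0 h to 4323 ± 1133 at 6 h, its highest mean, with a log2 fold change of 7.61 (standard error 0.17, adjusted p = 1.3e-12). Of the 4 that fell, Cz11g03180 reached -6.17 and Cz14g22270 -2.77 at 12 h, and Cz13g08015 -4.4 at 6 h. Cz07g28150 was no DEG at 3 h (0.61) and 6 h (0.01, and -0.02 after median-ratio scaling) and had -1.15 at 12 h and -2.67 at 24 h. In total the 5 genes had 4840 ± 77.5 at 0 h, 9088 ± 350 at 3 h and 3801 ± 379 FPKM at 24 h (exact permutation test against 0 h, two-sided p = 0.1 at both, the smallest possible).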

In *C. zofingiensis*, the considerable up-regulation of Fd (Cz13g08120) may pass electron to Cyt *b*_6_/*f* complex rather than FNR, thereby supporting the enhanced cyclic electron transport activity to partly compensate for the impairment of ATP generation under ND conditions (Fig. 3b). 

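At 24 h of ND the median log2 fold change was -8.54 for PS I, -3.87 for PS II, -7.72 for LHC and -4.4 for Cyt b6/f genes. After quantile normalization these medians were -8.99, -4.08, -7.91 and -4.42. From these transcript changes, its pigment measurements and the membrane lipids of an earlier study, the paper concludes that photosynthesis was impaired by ND.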

Taken together, ND impaired the photosynthesis of *C. zofingiensis* severely, as evidenced by the tremendous decrease of photosynthetic pigments (Figs. 1c and 2), protein complexes (Fig. 3) and thylakoid membrane lipids [29].

Photosynthetic eukaryotes evolved photoprotective mechanisms to cope with photo-oxidative stress, of which NPQ plays an important role by dissipating the excess light energy as heat [45]. The PS II subunit S (PsbS) and light-harvesting complex stress-related (LHCSR) proteins represent the well-studied protein cofactors to modulate qE, the major component of NPQ [46]. 

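LHCSR had 568 ± 28 FPKM (SD, n = 3) at 0 h, 3367 ± 610 at 3 h, its highest mean, 1660 ± 30 at 12 h and 483 ± 35.3 at 24 h. Its log2 fold change was 2.55 at 3 h (standard error 0.12, adjusted p = 6.2e-10), 1.55 at 12 h and -0.23 at 24 h (adjusted p = 0.093). PsbS was at no time point a DEG, with 5.8 ± 0.709 FPKM at 0 h, 2.96 ± 0.0954 at 6 h and 13.7 ± 8.66 at 24 h. Its log2 fold change at 24 h was 1.06 (standard error 0.34, adjusted p = 0.015), which passes a limit of 0.05 on the adjusted p but not the limit of 0.01.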

Both *PsbS* (Cz03g01250) and *LHCSR* (Cz16g02040) genes were identified in *C. zofingiensis* and responded differentially to ND: *LHCSR* was up-regulated and reached the maximum transcript level (fivefold increase) at 3 h of ND, while *PsbS* showed no up-regulation (Fig. 3b and Additional file 1: Data S1). By contrast, both *PsbS* and *LHCSR* were up-regulated by ND at the transcript level in *C. reinhardtii* [39] and were demonstrated to be crucial for the activation of NPQ [47]. It is likely in *C. zofingiensis* that LHCSR plays a more important role than PsbS in stimulating NPQ under ND conditions (Fig. 1e).

The Calvin–Benson cycle, responsible for photosynthetic fixation of CO_2_ in C3 plants, occurs in the chloroplast and involves a number of enzymatic reactions, which can be classified as three stages of carboxylation, reduction and regeneration [48]. In *C. zofingiensis*, all enzymes involved in the cycle were identified, encoded by 1–3 isogenes (Fig. 3c and Additional file 1: Data S1). 

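RBCS (Cz17g13100) had a log2 fold change of -1.28 at 3 h (standard error 0.17, adjusted p = 1.4e-05), -2.81 at 6 h, -4.89 at 12 h and -5.44 at 24 h. At 3 h it was -1.14 with FPKM rescaled to TPM and -1.27 after median-ratio scaling. Quantile normalization cannot test the fall at 3 h, because it gives the gene with the highest FPKM the same value in every sample.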

Ribulose 1,5-bisphosphate carboxylase/oxygenase (Rubisco), which initiates the cycle by catalyzing carboxylation of ribulose 1,5-bisphosphate (RuBP), was severely down-regulated by ND as evidenced by the transcript change of its small subunit RBCS (Fig. 3c). Notably, *RBCS* had the highest transcript abundance (FPKM > 30,000) under NR conditions, which decreased progressively in response to ND by over 40-fold after 24 h of treatment (Additional file 1: Data S1). 

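The mean FPKM of RBCS was 30694 ± 891 (SD, n = 3) at 0 h, the highest of all genes and 2.44% of the FPKM total, then 12700 ± 1576 at 3 h, 4503 ± 1289 at 6 h, 1043 ± 132 at 12 h and 710 ± 78.5 at 24 h. By mean FPKM it ranked 1 among the genes at 3 h and 197 at 24 h.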

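Of the 19 Calvin-Benson cycle genes 12 were only down-regulated, 1 only up-regulated and 2 changed in both directions, and 4 were no DEGs. FBPase (Cz05g01180) rose from 4.77 ± 0.337 FPKM (SD, n = 3) at 0 h to 69.9 ± 4.92 at 24 h, a log2 fold change of 3.84 (standard error 0.22, adjusted p = 4.4e-09). GAPDH (Cz11g09290) fell from 4318 ± 47.7 to 97.7 ± 30 FPKM at 24 h, a log2 fold change of -5.51. FBA (Cz03g06050) had a log2 fold change of 1.16 at 3 h and -2.91 at 24 h, and RPI (Cz05g13260) of -1.93 at 3 h and 1.18 at 24 h.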

Other genes involved in the reduction and regeneration stages were also down-regulated by ND, to different degrees (Fig. 3c). These indicated that the Calvin–Benson cycle was suppressed under ND conditions, in line with the severely attenuated photosynthesis that produces ATP and NADPH molecules for photosynthetic fixation of CO_2_ (Fig. 3b). 

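The median log2 fold change of the 19 genes was -0.49 at 3 h, -0.78 at 6 h, -1.11 at 12 h and -1.08 at 24 h, and 5 genes were down-regulated at 3 h and 12 at 24 h. At 3 h the median was -0.35 with FPKM rescaled to TPM, -0.48 after median-ratio scaling and 0.0 after quantile normalization. From the fall of these genes the paper reasons to a suppression of the cycle, beside that of photosynthesis (Fig. 3b).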

Similar in the algae *C. reinhardtii*, *Nannochloropsis oceanica* and *Thalassiosira weissflogii* [39, 49, 50], the genes putatively involved in C4 cycle pathway with chloroplast-localized prediction were found in *C. zofingiensis*, including one phosphoenolpyruvate carboxylase (PEPC), two malate dehydrogenases (MDH), one malic enzymes (ME) and one pyruvate phosphate dikinase (PPDK) (Fig. 3c and Additional file 1: Data S1). Upon ND, although *PEPC*s showed little change and *MDH*s were down-regulated, *ME* and *PPDK* were considerably up-regulated (Fig. 3c), suggesting that ND might stimulate C4 pathway somewhat to offset the attenuated CO_2_ fixation. Accordingly, HLA3 (Cz05g07180) and LCIA (Cz02g42030), the Ci transporters well characterized for CO_2_ concentrating mechanism in *C. reinhardtii* [51], were up-regulated (Additional file 1: Data S1).

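PEPC (Cz14g19100) was no DEG, with log2 fold changes between -0.58 and -0.4. Of the MDH genes, Cz04g33150 was a DEG at 3 h (-1.15) only, and Cz01g16230 was no DEG, with -0.9 at 24 h. ME (Cz15g18140) rose from 92.1 ± 1.34 FPKM (SD, n = 3) at 0 h to 443 ± 17.8 at 3 h, a log2 fold change of 2.26 (standard error 0.06, adjusted p = 4.2e-12), and had 1.14 at 24 h. PPDK (Cz01g40120) rose from 0.03 ± 0.03 FPKM to 5.38 ± 3.1 at 3 h and fell back to 0.557 ± 0.26 at 24 h, with log2 fold changes of 5.25 and 2.29. With the filter raised to a mean FPKM of 10, PPDK was not tested.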

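HLA3 rose from 0.45 ± 0.125 FPKM (SD, n = 3) at 0 h to 7.61 ± 0.675 at 24 h, with a log2 fold change of 0.92 at 3 h, where it was no DEG, and 3.83 at 24 h (standard error 0.21, adjusted p = 3.1e-09). LCIA rose from 177 ± 2.91 FPKM to 670 ± 128 at 6 h and had 401 ± 13.4 at 24 h, with log2 fold changes of 1.9 and 1.18.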

### ND stimulates nitrogen metabolism for protein remodeling

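Of the 14 nitrogen transport genes in Additional file 3, 9 were up-regulated and 1 was down-regulated. Among the 33 genes for nitrogen assimilation and release 21 were up-regulated and 2 down-regulated. RHP (Cz01g09120) fell most among the transporters, with a log2 fold change of -4.08 at 3 h and -1.43 at 24 h. An AMX gene (Cz03g37180) rose most of both lists, from 0.133 ± 0.0503 FPKM (SD, n = 3) at 0 h to 216 ± 38 at 24 h, a log2 fold change of 9.86 (standard error 0.19, adjusted p = 1.1e-12). After median-ratio scaling or quantile normalization 2 transporters were down-regulated.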

Upon exposure of *C. zofingiensis* to ND, many genes involved in nitrogen metabolism changed significantly (Additional file 3: Data S2). ND stimulated the assimilation for inorganic nitrogen sources including nitrate, nitrite and ammonium (Fig. 4). 

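For the 15 genes of inorganic nitrogen uptake and reduction the median log2 fold change was 1.72 at 3 h and 2.18 at 24 h. At 3 h 9 of the 15 were up-regulated and 1 was down-regulated.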

Nitrate and nitrite need to be imported from the medium and reduced to ammonium prior to utilization by the algal cells. *C. zofingiensis* genome harbors five nitrate transporters and two nitrite transporters (Additional file 3: Data S2). In response to ND, three nitrate transporters (Cz11g12230, Cz08g30210 and Cz16g07340) were up-regulated and one (Cz06g16220) was down-regulated, but with an overall up-regulation (Fig. 4). Similarly, the two nitrite transporters were also up-regulated by ND (Fig. 4). 

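Cz11g12230 rose from 0.3 ± 0.199 FPKM (SD, n = 3) at 0 h to 35.4 ± 3.61 at 24 h, with log2 fold changes of 3.4 at 3 h and 6.57 at 24 h. Cz08g30210 rose from 296 ± 70.7 to 2801 ± 537 FPKM at 3 h, a log2 fold change of 3.26, and Cz16g07340 from 873 ± 45.1 to 5725 ± 602, a log2 fold change of 2.71. Cz06g16220 fell from 58.4 ± 1.47 to 30 ± 3.85 FPKM at 24 h, a log2 fold change of -0.97 (standard error 0.14, adjusted p = 2.9e-05), just short of the 2-fold limit. Cz12g26020 was no DEG. The FPKM total of the 5 nitrate transporters was 1274 ± 107 at 0 h and 8638 ± 1066 at 3 h, a difference of 2.76 between the mean log2 totals (exact permutation test, two-sided p = 0.1, the smallest possible).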

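The FPKM total of the 2 nitrite transporters rose from 179 ± 2.63 (SD, n = 3) at 0 h to 678 ± 128 at 6 h and was 428 ± 13.7 at 24 h. The differences between the mean log2 totals were 1.9 and 1.25 (exact permutation test, two-sided p = 0.1 at both times, the smallest possible). By fold change Cz07g31160 rose most of the pair, from 2.6 ± 0.393 FPKM to 26.7 ± 0.629 at 24 h. Cz07g31160 gave little of the rise of the total, with 7.76 ± 0.534 FPKM at 6 h. The rest of the total matched LCIA (Cz02g42030), which had 177 ± 2.91 FPKM at 0 h, 670 ± 128 at 6 h and 401 ± 13.4 at 24 h. The rise of this total and that of LCIA as a Ci transporter are thus not independent results.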

The reduction in nitrate to ammonium involves two enzymes, nitrate reductase (NRD) and nitrite reductase (NIR). 

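NRD (Cz14g14210) had 137 ± 18.1 FPKM (SD, n = 3) at 0 h, 1000 ± 267 at 3 h and 628 ± 147 at 24 h, and its log2 fold changes lay between 1.97 and 2.84. NIR (Cz12g08110) had 300 ± 9.63 FPKM at 0 h, 1522 ± 123 at 3 h and 1285 ± 193 at 24 h, with log2 fold changes between 1.97 and 2.34. Both were DEGs at all 4 time points.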

In *C. zofingiensis*, both NRD and NIR have only one gene copy and were up-regulated considerably by ND (Fig. 4). Furthermore, five AMT type ammonium transporters were identified in *C. zofingiensis* genome and three out of them (Cz12g21220, Cz13g12260 and Cz10g23010) were up-regulated by ND (Fig. 4 and Additional file 3: Data S2). 

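Cz12g21220 rose from 1.02 ± 0.569 FPKM (SD, n = 3) at 0 h to 13.8 ± 1.2 at 24 h, a log2 fold change of 3.79, and Cz10g23010 from 0.943 ± 0.11 to 11 ± 0.798, a log2 fold change of 3.41. At 3 h Cz10g23010 was no DEG (0.77). Besides Cz13g12260, the other 2 genes of this kind, Cz10g24140 and Cz09g26170, were no DEGs. Cz10g24140 had the highest basal level, 423 ± 8.83 FPKM, and fell by 0.59 on the log2 scale at 24 h (adjusted p = 1.1e-05), under the 2-fold limit. The FPKM total of the 5 genes changed from 501 ± 10.4 at 0 h to 884 ± 35.1 at 3 h and 611 ± 35.2 at 24 h.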

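The transcript level of Cz13g12260 rose from 17.6 ± 1.64 FPKM (SD, n = 3) at 0 h to 375 ± 17.1 at 3 h and was 254 ± 12.9 at 24 h. The log2 fold change at 3 h was 4.41 (standard error 0.07, adjusted p = 3.7e-13).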

Particularly, Cz13g12260 exhibited a quick and dramatic up-regulation (> 20-fold at 3 h of ND), suggesting the rapid activation of ammonium uptake. 

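At 24 h of ND 10 of the 15 genes of inorganic nitrogen uptake and reduction were up-regulated, against 9 at 3 h, and the median log2 fold change was 1.78 at 6 h, 1.85 at 12 h and 2.18 at 24 h. After quantile normalization the medians ranged from 1.16 at 6 h to 2.22 at 24 h. From the early rise and its presence at each later time point, the paper concludes that the up-regulation was rapid and maintained.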

Collectively, *C. zofingiensis* responded rapidly to ND via the coordinated up-regulation of inorganic nitrogen assimilation pathways, and the up-regulation was not transient but maintained during the whole 24-h period (Fig. 4). This is generally in agreement with previous reports of several algae including *C. reinhardtii*, *H. pluvialis*, *N. oceanica* and *Monoraphidium neglectum* [37, 38, 49, 52] and may represent a survival strategy that allows algal cells to utilize any nitrogen sources whenever they are available.

**Fig. 4:**
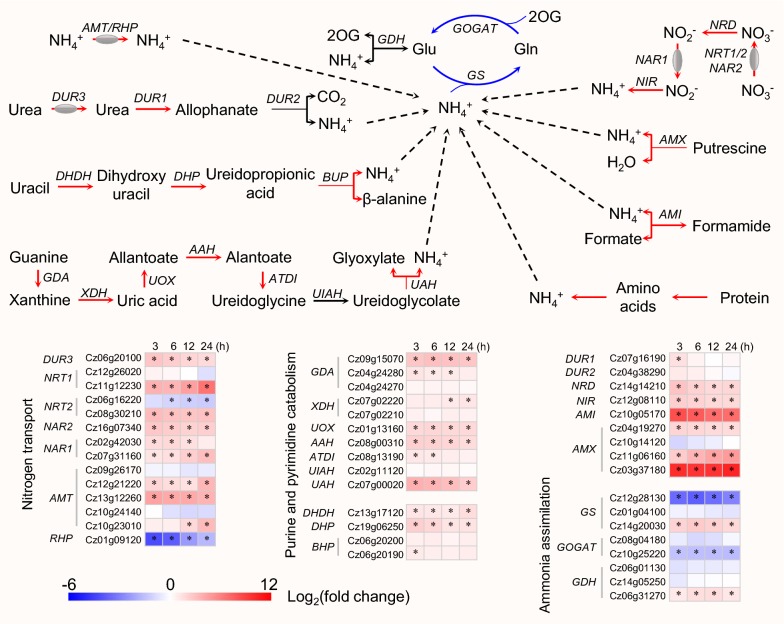
Transcriptional response of nitrogen metabolism of *C. zofingiensis* to ND. Blue, black and red arrows designate down-, non- and up-regulated enzymatic steps. For proteins encoded by multiple copies of genes, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. Heat map showing log_2_(fold change) values of transcripts relative to 0 h of ND. Significant difference (absolute log_2_(fold change) value > 1 and FDR adjusted *p* < 0.05; *n* = 3) is indicated with an asterisk. Time refers to the duration of ND. *AAH* allantoin amidohydrolase, *AMI* formamidase, *AMT* ammonium transporter, *AMX* amine oxidase, *ATDI* allantoate deiminase, *BUP* β-ureidopropionase, *DHDH* dihydrouracil dehydrogenase, *DHP* dihydropyrimidinase, *DUR1* urea carboxylase, *DUR2* allophanate hydrolase, *DUR3* urea active transporter, *GDA* guanine deaminase, *GDH* glutamate dehydrogenase, *Glu* glutamate, *Gln* glutamine, *GOGAT* glutamate synthase, *GS* glutamine synthetase, *NAR1* nitrate transporter, NAR1 family; *NAR2* nitrate transporter, NAR2 family, *NIR* nitrite reductase, *NRD* nitrate reductase, *NRT1* nitrate transporter, NRT1 family, *NRT2* nitrate transporter, NRT2 family, *2OG* 2-oxoglutarate, *RPH* ammonium transporter, Rh family, *UAH* ureidoglycolate amidohydrolase, *UIAH* ureidoglycine aminohydrolase, *UOX* urate oxidase, *XDH* xanthine dehydrogenase. See Additional file 3: Data S2 for the details of gene transcripts

Nitrogen deprivation also stimulated the utilization pathways for organic nitrogen sources. The utilization of urea involves urea active transporter (DUR3), urea carboxylase (DUR1) and allophanate hydrolase (DUR2), which together import and convert urea to ammonia ready for use in *C. reinhardtii* [52]. *C. zofingiensis* harbors only one gene encoding for each DUR3, DUR1 and DUR2; both *DUR3* and *DUR1* were up-regulated under ND conditions (Fig. 4). 

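DUR3 (Cz06g20100) had 157 ± 14.4 FPKM (SD, n = 3) at 0 h and 1084 ± 110 at 3 h, with log2 fold changes from 2.79 at 3 h to 2.01 at 24 h. DUR1 (Cz07g16190) was a DEG at 3 h, with a log2 fold change of 1.49 (standard error 0.11, adjusted p = 7.2e-08), and had 0.21 at 12 h. DUR2 (Cz04g38290) had 53.1 ± 1.61 FPKM at 0 h and 107 ± 11.8 at 3 h, a log2 fold change of 1.01 that made it a DEG at this time point, and 0.11 at 24 h, where it was -0.02 after median-ratio scaling and -0.01 after quantile normalization.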

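AMI (Cz10g05170) had 0.283 ± 0.15 FPKM (SD, n = 3) at 0 h, 99.1 ± 55.9 at 3 h, 66.9 ± 18.1 at 6 h and 42.9 ± 5.11 at 24 h. AMI thus had a log2 fold change of 7.96 at 3 h (standard error 0.35, adjusted p = 4e-10) and 6.88 at 24 h. The ratio of the mean FPKM at 3 h to that at 0 h was 350 without a pseudocount.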

Formamidase (AMI), the enzyme releasing ammonia from formamide, had a very low transcript level (FPKM < 1) under NR conditions and was dramatically up-regulated (> 300-fold) by ND (Fig. 4). It has been reported in *C. reinhardtii* that the catabolic pathways of pyrimidine and purine contributed to replenishment of ammonia under ND conditions [52]. The most common steps for pyrimidine degradation start from uracil and are catalyzed by three enzymes of dihydropyrimidine dehydrogenase (DHDH), dihydropyrimidinase (DHP) and β-ureidopropionase (BUP) [53]. 

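DHDH (Cz13g17120) rose from 45.4 ± 2.17 FPKM (SD, n = 3) at 0 h to 165 ± 24.5 at 24 h, a log2 fold change of 1.85 (standard error 0.18, adjusted p = 1.1e-06). DHP (Cz19g06250) rose from 13.2 ± 1.55 to 66.4 ± 25.3 FPKM at 3 h, a log2 fold change of 2.26. The BUP genes changed less: Cz06g20190 had 1.04 at 3 h and 1.1 at 24 h, and Cz06g20200 was a DEG at 24 h only, with 1.00.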

The genes encoding for these enzymes were up-regulated by ND in *C. zofingiensis* (Fig. 4), indicative of the enhanced pyrimidine catabolism upon ND. This is in line with the results observed in *C. reinhardtii* that ND stimulated pyrimidine catabolism leading to decreased intracellular uracil level [33, 52, 54]. Similarly, purine catabolism was stimulated upon ND as indicated by the up-regulation of guanine deaminase (GDA) and xanthine dehydrogenase (XDH), which catalyze the formation of uric acid from guanine (Fig. 4). 

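For the 3 GDA genes the FPKM total rose from 133 ± 10.5 (SD, n = 3) at 0 h to 993 ± 61.7 at 6 h, most of it from Cz09g15070, which rose from 108 ± 6.38 to 950 ± 59.5 FPKM with a log2 fold change of 3.13. Cz04g24270 was no DEG. The total of the 2 XDH genes rose from 47.7 ± 1.93 to 120 ± 11.2 at 24 h, a difference of 1.32 between the mean log2 totals (exact permutation test, two-sided p = 0.1, the smallest possible). Cz07g02220 was a DEG from 12 h on, with 1.19 at 12 h and 1.48 at 24 h, and Cz07g02210, with at most 0.96, was not.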

Uric acid is further degraded to glyoxylate with the release of ammonia via five enzymatic steps; the genes encoding for four of the five enzymes exhibited an up-regulation in response to ND in *C. zofingiensis* (Fig. 4). 

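UOX (Cz01g13160) had log2 fold changes between 1.84 and 2.04, AAH (Cz08g00310) between 1.94 and 2.23 and UAH (Cz07g00020) between 2.61 and 3.8, and these 3 were DEGs at all 4 time points. ATDI (Cz08g13190) was a DEG at 3 h (1.15) and 6 h (1.08). UIAH (Cz02g11120) was no DEG, with at most 0.57 at 12 h (standard error 0.11, adjusted p = 0.00044).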

The results, together with the non-detection of uric acid in *C. zofingiensis* [29], indicate that ammonia rather than urea serves as the end product of purine catabolism in *C. zofingiensis*, the same as in higher plants and *C. reinhardtii* [52, 55].

The glutamine synthetase/glutamate synthase (GS/GOGAT) cycle plays an important role in the assimilation of ammonia for protein synthesis [56]. GS catalyzes the incorporation of ammonia into glutamate for producing glutamine, while GOGAT transfers the amide group from glutamine to 2-oxoglutarate leading to the formation of glutamate, the substrate of GS. *C. zofingiensis* contains three GS-encoding genes: one (Cz14g20030) is predicted to be localized in cytosol, one (Cz12g28130) in chloroplast and the other one (Cz01g04100) in mitochondrion (Additional file 3: Data S2). 

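The GS gene Cz12g28130 had 1262 ± 17.5 FPKM (SD, n = 3) at 0 h and 97.1 ± 11.4 at 6 h, a log2 fold change of -3.71 (standard error 0.11, adjusted p = 1e-11). Cz14g20030 rose from 29 ± 2.12 to 174 ± 23.8 FPKM at 6 h, a log2 fold change of 2.57. A further GS gene, Cz01g04100, was no DEG, with 163 ± 7.01 FPKM at 0 h and 125 ± 6.3 at 24 h. The FPKM total of the 3 genes fell from 1454 ± 26.3 to 407 ± 18.1 at 6 h.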

The chloroplastic *GS* had a high transcript level and was considerably down-regulated upon ND; by contrast, the cytosolic one had a low transcript level and was up-regulated by ND (Fig. 4 and Additional file 3: Data S2). This generally agrees with the phenomenon observed in other algae including *H. pluvialis* [37] and *C. reinhardtii* [33, 52], and indicates that the cytosolic GS may be involved in the remobilization of intracellular nitrogen compounds. Likely, algae stimulate nitrogen remobilization for salvation and repartition to the proteins with lower nitrogen abundance and/or necessary for cell adaption to stress conditions. These proteins may be involved in algal protein and starch catabolism and lipid metabolism [29, 33, 52], as well as in secondary carotenoid synthesis in the algae of *H. pluvialis* [36, 37] and *C. zofingiensis* (see following sections).

### Reconstruction of carotenogenic pathways for ND-induced astaxanthin biosynthesis

Although *C. zofingiensis* has long been used for studying astaxanthin synthesis and production, the cloned and verified carotenogenic genes are still limiting [57–62]. The availability of whole genome sequence of *C. zofingiensis* [26] allows us to fully identify carotenogenic genes involved in the methylerythritol phosphate (MEP) and mevalonate (MVA) pathways for producing carotenoid precursors isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP), the formation of primary carotenoids from IPP/DMAPP, and the biosynthesis of astaxanthin from β-carotene (Additional file 4: Data S3). Our recent study about the characterization of diacylglycerol acyltransferases (DGATs) has demonstrated that the gene models of seven out of the ten *DGAT* genes from Roth et al. [26] are incomplete [63], indicating that the current genome annotation of *C. zofingiensis* needs to be improved. In this context, we cloned and verified 34 genes listed in Additional file 4: Data S3, of which 18 gene models from Roth et al. [26] were updated (Additional file 2: Figure S2 and Additional file 5: Data S4). The availability of full-length coding sequence would be beneficial to subcellular localization prediction (Additional file 6: Data S5) and future characterization of these genes. The carotenogenic pathways and their response to ND were detailed as followed for *C. zofingiensis*.

#### The MEP pathway is not stimulated by ND

It has been suggested that precursors derived from the chloroplastic MEP pathway instead of the cytosolic MVA pathway are employed for the biosynthesis of carotenoids in green algae [64–66]. In *C. zofingiensis*, all enzymes involved in MEP pathway have been identified and appear to be encoded by single-copy genes; by contrast, a majority of enzymes in MVA pathway are missing (Fig. 5 and Additional file 4: Data S3). The MEP pathway is initiated by 1-deoxy-d-xylulose 5-phosphate (DXP) synthase (DXS), which catalyzes the irreversible condensation of pyruvate and glyceraldehyde 3-phosphate to form DXP. DXP is then converted to MEP mediated by DXP reductoisomerase (DXR), the first committed step of the MEP pathway toward isoprenoid synthesis. The last step involves 4-hydroxy-3-methylbut-2-en-1-yl diphosphate reductase (HDR), catalyzing the formation of 5-carbon isoprenoids. These three enzymes are generally considered as key enzymes controlling carbon flux of MEP pathway [67–69]. 

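DXS (Cz02g35280) was no DEG, with log2 fold changes between -0.38 and 0.25. HDR (Cz05g23010) was no DEG either, with 0.59 at 3 h and -0.11 at 24 h, where it was 0.05 with FPKM rescaled to TPM. DXR (Cz07g19130) had 170 ± 2.43 FPKM (SD, n = 3) at 0 h and 64.6 ± 1.13 at 24 h, a log2 fold change of -1.4 (standard error 0.07, adjusted p = 6.7e-10), and between -0.63 and -0.52 at the earlier time points. MCS (Cz02g10180) was up-regulated, with 1.46 at 3 h, 1.52 at 6 h and 1.27 at 12 h.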

In *C. zofingiensis* upon ND, *DXS* and *HDR* transcripts showed little change, while *DXR* was down-regulated and reached an over twofold decrease at 24 h of ND (Fig. 5), suggesting that up-regulation of the MEP pathway did not occur under ND conditions. This is not surprising in *C. zofingiensis* because although secondary carotenoids particularly astaxanthin showed a drastic increase upon ND, total carotenoids had little change (Fig. 2), and thus probably requiring no up-regulation of the MEP pathway for precursor supply. By contrast, a considerable up-regulation of the MEP pathway was observed upon stress conditions of ND and/or high light in *H. pluvialis* [36, 37, 70], pointing to the difference between the two algae.

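Of the 7 MEP pathway genes 1 was up-regulated, 1 was down-regulated and 5 were no DEGs. Their median log2 fold change was 0.25 at 3 h and -0.27 at 24 h. From these transcript levels and the little change in total carotenoids (Fig. 2), the paper reasons that precursor supply probably needed no up-regulation of the pathway.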

**Fig. 5:**
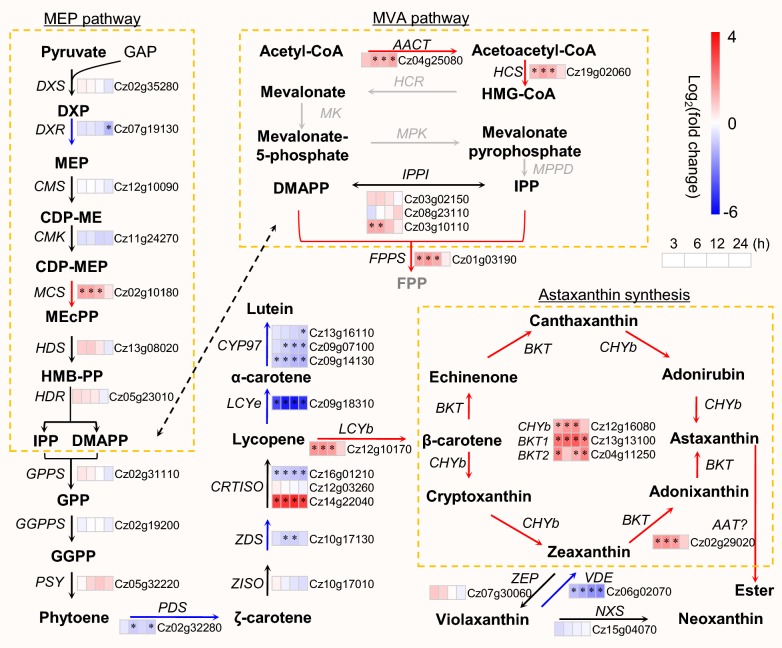
Transcriptional response of carotenogenesis of *C. zofingiensis* to ND. The heat map right before gene IDs illustrates log_2_(fold change) values of transcripts relative to 0 h of ND. Significant difference (absolute log_2_(fold change) value > 1 and FDR adjusted *p* < 0.05; *n *= 3) is indicated with an asterisk. Time refers to the duration of ND. Arrows in red, blue, and black indicate transcriptional up-, down-, and non-regulated steps, respectively. For proteins encoded by multiple copies of genes, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. The genes in gray designate that they are not found in *C. zofingiensis. AACT* acetoacetyl-CoA thiolase, *AAT* long-chain-alcohol O-fatty-acyltransferase, *BKT* beta-carotenoid ketolase, *CDP-ME* 4-diphosphocytidyl-2-C-methylerythritol, *CDP-MEP* 4-diphosphocytidyl-2-C-methyl-d-erythritol 2-phosphate, *CHYb* beta-carotenoid hydroxylase, *CMK* 4-diphosphocytidyl-2-C-methyl-d-erythritol kinase, *CMS* 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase, *CRTISO* carotenoid isomerase, *CYP97A* cytochrome P450 beta hydroxylase, *CYP97C* cytochrome P450 epsilon hydroxylase, *DMAPP* dimethylallyl pyrophosphate, *DXR* 1-deoxy-d-xylulose 5-phosphate reductoisomerase, *DXP* 1-deoxy-d-xylulose 5-phosphate, *DXS* 1-deoxy-d-xylulose 5-phosphate synthase, *FPP* farnesyl diphosphate, *FPPS* farnesyl diphosphate synthase, *GAP* glyceraldehyde 3-phosphate, *GGPP* geranylgeranyl diphosphate, *GGPPS* geranylgeranyl diphosphate synthase, *GPP* geranyl diphosphate, *GPPS* geranyl diphosphate synthase, *HCR* HMG-CoA reductase, *HCS* hydroxymethylglutaryl-CoA synthase, *HDR* 4-hydroxy-3-methylbut-2-en-1-yl diphosphate reductase, *HDS*, 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase, *HGM-CoA* 3-hydroxy-3-methylglutaryl-CoA, *HMB-PP* (E)-4-Hydroxy-3-methylbut-2-enyl pyrophosphate, *IPP* isopentenyl pyrophosphate, *IPPI* isopentenyl-diphosphate Delta-isomerase, *LCYb* lycopene beta cyclase, *LCYe* lycopene epsilon cyclase, *MCS* 2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase, *MEcPP* 2-C-methyl-d-erythritol 2,4-cyclodiphosphate, *MEP* 2-C-methylerythritol 4-phosphate, *MK* mevalonate-5-kinase, *MPK* phosphomevalonate kinase, *MPPD* mevalonate-5-pyrophosphate decarboxylase, *NXS* neoxanthin synthase, *PDS* phytoene desaturase, *PSY* phytoene synthase, *VDE* violaxanthin de-epoxidase, *ZDS* zeta-carotene desaturase, *ZEP* zeaxanthin epoxidase, *ZISO* zeta-carotene isomerase. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray, not determined; blue, significantly lower upon salinity stress. See Additional file 4: Data S3 for the details of gene transcripts

#### ND up-regulates astaxanthin synthesis while down-regulating lutein synthesis for the accumulation of keto-carotenoids at the expense of primary carotenoids

The carotenoid β-carotene serves as the direct precursor for astaxanthin biosynthesis, which involves multiple routes via a series of hydroxylation and ketolation steps mediated by β-carotene hydroxylase (CHYb) and ketolase (BKT) [15, 71]. *C. zofingiensis* possesses one *CHYb* gene (Cz12g16080) and two *BKT* genes, *BKT1* (Cz13g13100) and *BKT2* (Cz04g11250). *CHYb* and *BKT1* have been characterized by functional complementation in pathway-reconstructed *E. coli* cells [61, 62]. *CHYb* and *BKT* genes were all up-regulated considerably by ND (Fig. 5), consistent with the results under other astaxanthin-inducing conditions such as high light [6, 72], salt stress [72] and glucose feeding [11, 28, 62], suggesting the important role of both *CHYb* and *BKT* genes in astaxanthin biosynthesis regardless of stress conditions. 

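CHYb (Cz12g16080) had 119 ± 7.61 FPKM (SD, n = 3) at 0 h and 434 ± 33.4 at 12 h, its highest mean, with a log2 fold change of 1.86 (standard error 0.13, adjusted p = 4.7e-08), and 1.13 at 24 h. BKT1 (Cz13g13100) had 44.6 ± 0.526 FPKM at 0 h and 292 ± 17.7 at 12 h, a log2 fold change of 2.7 (standard error 0.19, adjusted p = 3.1e-08). BKT2 (Cz04g11250) had 1.59 ± 0.431 FPKM at 0 h and 7.47 ± 2.5 at 24 h, a log2 fold change of 2.14 (standard error 0.27, adjusted p = 1.3e-05), and was no DEG at 6 h (0.94).

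**Figure D2:**
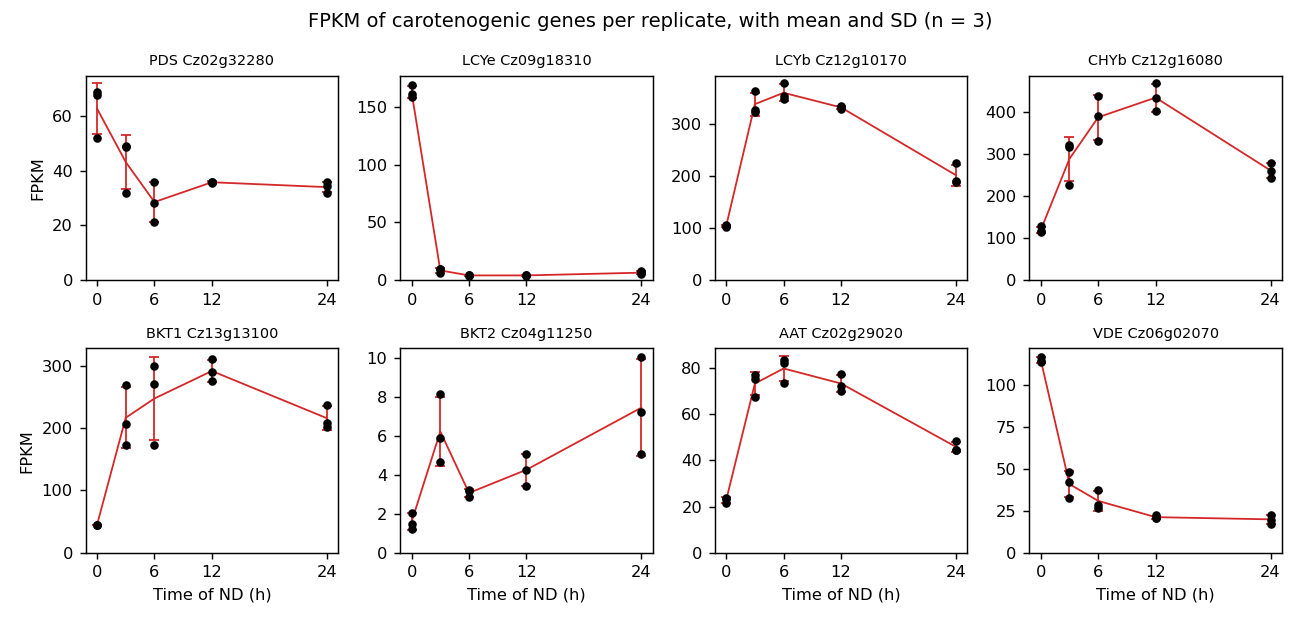
FPKM (y axis) of 8 carotenogenic genes in each replicate (points) against hours of ND (x axis), with the mean and SD of 3 replicates in red. CHYb peaks at 434 ± 33.4 and BKT1 at 292 ± 17.7 FPKM at 12 h, while LCYe falls from 163 ± 5.17 to 8.41 ± 2.06 FPKM by 3 h.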

Notably, *BKT1* had ~ 30-fold higher transcript abundance than *BKT2* and was more up-regulated by ND (Additional file 4: Data S3), indicating the dominance of *BKT1* in contributing to astaxanthin biosynthesis in *C. zofingiensis*. This has been confirmed recently through the characterization of *C. zofingiensis bkt1* mutants, in which astaxanthin was almost abolished [26, 73].

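The ratio of mean BKT1 to mean BKT2 FPKM was 28 at 0 h, 34.7 at 3 h, 80.4 at 6 h, 68.3 at 12 h and 28.9 at 24 h. Calculated per replicate, its mean was 29.3 ± 7.34 (SD, n = 3) at 0 h and 30.7 ± 8.19 at 24 h. The log2 fold changes of BKT1 and BKT2 were 2.25 and 1.9 at 3 h, 2.43 and 0.94 at 6 h, 2.7 and 1.38 at 12 h, and 2.27 and 2.14 at 24 h, with standard errors of 0.19 for BKT1 and 0.27 for BKT2.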

Lutein and β-carotene, the major primary carotenoids accounting for over 70% at 0 h of ND, dropped sharply upon ND and reached sevenfold decrease at 96 h of ND (Fig. 2). The sharp lutein decrease is likely caused on the one hand by the severe down-regulation of lutein biosynthesis genes such as lycopene ε-cyclase (LCYe, ~ 30-fold decrease), cytochrome P450 beta hydroxylase (CYP97A) and epsilon hydroxylase (CYP97C) genes (~ threefold decrease), and on the other hand by the considerable up-regulation of lycopene β-cyclase (LCYb), *CHYb* and *BKT* genes that diverts carotenoid flux to astaxanthin and canthaxanthin (Fig. 5). 

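LCYe (Cz09g18310) had 163 ± 5.17 FPKM (SD, n = 3) at 0 h, 8.41 ± 2.06 at 3 h and 4.1 ± 0.538 at 6 h, a log2 fold change of -5.29 (standard error 0.19, adjusted p = 8e-11), and -4.65 at 24 h. CYP97C (Cz09g07100) had -1.29 at 12 h and -1.27 at 24 h. Of the genes listed as CYP97A, Cz09g14130, which Additional file 4 annotates as CYP97B, had -1.58 at 24 h, and Cz13g16110 was no DEG, with -0.93 (standard error 0.07, adjusted p = 6.6e-08). Together the 2 genes listed as CYP97A fell from a total of 174 ± 2.37 FPKM to 70.7 ± 3.34 at 24 h, a difference of -1.3 between the mean log2 totals (exact permutation test, two-sided p = 0.1, the smallest possible).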

Although *LCYb* had an over threefold up-regulation, its direct product β-carotene serves as the substrate of both CHYb and BKT enzymes, which were more up-regulated by ND thus leading to the consumption of β-carotene (Fig. 5). 

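LCYb (Cz12g10170) had 104 ± 2.17 FPKM (SD, n = 3) at 0 h, 360 ± 16.5 at 6 h and 202 ± 20.5 at 24 h. Its log2 fold change was 1.79 at 6 h (standard error 0.07, adjusted p = 2.3e-10) and 0.95 at 24 h, under the 2-fold limit. At 3, 6, 12 and 24 h LCYb had 1.7, 1.79, 1.68 and 0.95, CHYb 1.26, 1.69, 1.86 and 1.13, BKT1 2.25, 2.43, 2.7 and 2.27, and BKT2 1.9, 0.94, 1.38 and 2.14. The differences between these genes were not tested.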

Taken together the profiling of product dynamics and transcriptional expression of carotenogenic pathways (Figs. 2 and 5), the ND-induced astaxanthin accumulation in *C. zofingiensis* is unlikely contributed by the enhanced carbon allocation to carotenoids, but instead by rerouting the carotenoid flux from primary carotenoids to secondary carotenoids.

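Among the 38 carotenogenesis genes 14 were up-regulated, 8 were down-regulated and 16 were no DEGs. The median log2 fold change of the list was 0.5 at 3 h and -0.06 at 24 h, where it was 0.09 with FPKM rescaled to TPM. VDE (Cz06g02070) fell from 115 ± 1.61 FPKM (SD, n = 3) at 0 h to 19.9 ± 2.81 at 24 h, a log2 fold change of -2.53 (standard error 0.15, adjusted p = 6.7e-09). Of the 10 genes that lead from IPP and DMAPP to lycopene 5 were no DEGs, 2 were up-regulated and 3 down-regulated. From the pigment profiles and these transcript changes the paper holds more carbon for carotenoids to be an unlikely source of astaxanthin and puts a rerouting of flux from primary to secondary carotenoids in its place.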

#### Astaxanthin is esterified with fatty acids mediated by an unknown acyltransferase

Unlike *Xanthophyllomyces dendrorhous* or pathway-reconstructed astaxanthin-producing transgenic plants that accumulate free astaxanthin [74–76], algae synthesize astaxanthin predominantly in the form of ester [8, 19, 20, 34]. Intriguingly, astaxanthin ester and TAG accumulated in a relative stable stoichiometric ratio and were similar in the fatty acid composition [8, 22, 23], indicative of possible cross talk between astaxanthin and TAG synthesis. The esterification of astaxanthin involves an unknown acyltransferase that transfers an acyl moiety probably from acyl-CoAs to the hydroxyl groups of astaxanthin. It has been suggested in *H. pluvialis* that DGAT(s) may mediate astaxanthin esterification [22], but direct evidence is still lacking. Roth et al. [26] proposed that a long-chain-alcohol O-fatty-acyltransferase (AAT, Cz02g29020), which was up-regulated early upon high light, may be involved in astaxanthin esterification in *C. zofingiensis*. This acyltransferase gene also exhibited a considerable up-regulation (~ threefold) in response to ND (Fig. 5). 

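The acyltransferase gene (AAT, Cz02g29020) had 22.8 ± 1.18 FPKM (SD, n = 3) at 0 h, 73.2 ± 5.05 at 3 h, 79.7 ± 5.46 at 6 h and 45.8 ± 2.17 at 24 h. AAT had a log2 fold change of 1.8 at 6 h (standard error 0.08, adjusted p = 2.7e-10) and 1.01 at 24 h.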

To confirm the function of these proposed acyltransferases, future studies with respect to in vitro enzymatic assay and/or heterologous expression in free astaxanthin-producing organisms should be conducted.

#### The expression of carotenogenic DEGs is validated by qPCR

To evaluate the expression pattern of DEGs from RNA-seq data, eight carotenogenic genes were selected for qPCR, namely *PDS*, *LCYe*, *LCYb*, *CHYb*, *BKT1*, *BKT2*, *AAT* and *VDE*. The housekeeping gene *β*-*actin* was used as the internal control (Additional file 7: Table S1). Obviously, *LCYb*, *CHYb*, *BKT1*, *BKT2* and *AAT* were up-regulated, while the other three genes were down-regulated in response to ND, consistent with the RNA-seq data (Fig. 6).

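In the RNA-seq data PDS (Cz02g32280) had 62.8 ± 9.41 FPKM (SD, n = 3) at 0 h, 28.6 ± 7.31 at 6 h and 34 ± 1.86 at 24 h. PDS had a log2 fold change of -1.15 at 6 h (standard error 0.19, adjusted p = 0.00014), the only time point at which it was a DEG, and -0.87 at 24 h. LCYe and VDE were DEGs that fell at all 4 time points, and CHYb, BKT1 and AAT were DEGs that rose at all 4. At 24 h the calls of CHYb (1.13) and AAT (1.01) lay near the 2-fold limit. The paper's log2 fold changes at 24 h, 0.89 for CHYb and 0.76 for AAT, were under this limit. LCYb was a DEG at 3, 6 and 12 h and BKT2 at 3, 12 and 24 h. The qPCR measurements were not analysed here.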

**Fig. 6:**
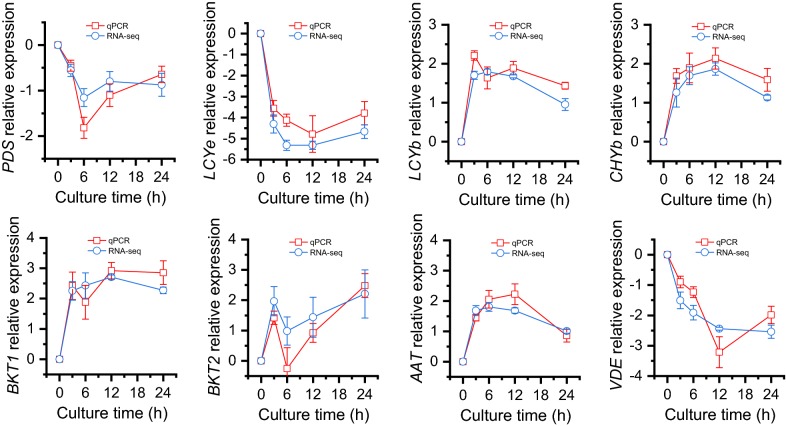
Expression validation of carotenogenic genes in *C. zofingiensis* under ND conditions as determined by qPCR. The transcript level was normalized to that of 0 h and expressed as log_2_ transformed value. The data are expressed as mean ± SD (*n* = 3). The primers used for qPCR were listed in Additional file 7: Table S1

### Astaxanthin biosynthesis is affected by carbon source availability

To investigate if carbon source availability has effect on carotenoid synthesis in *C. zofingiensis* under ND conditions, algal cultures were aerated with three CO_2_ concentrations, namely 0.04%, 1.5% and 5%. Clearly, CO_2_ concentrations had impact on the synthesis of carotenoids in *C. zofingiensis*, as suggested by the color of algal cultures (Fig. 7a) and TLC analysis of carotenoid extracts (Fig. 7b). HPLC quantification demonstrated that the supply of lower CO_2_ concentration (e.g., 0.04%) restricted astaxanthin synthesis to a great extent (Fig. 7c). Considering the little change of total carotenoids and increase in β-carotene and lutein, the attenuated astaxanthin accumulation under 0.04% CO_2_ is unlikely attributed to the limit of carbon flux to carotenoids, but instead to the repressed conversion from primary carotenoids (Fig. 7c). Nevertheless, the transcriptional level of the five genes involved in converting primary carotenoids to astaxanthin showed just marginal change in response to different CO_2_ concentrations (Fig. 7d). Probably, astaxanthin accumulation under this situation is no longer controlled by the transcriptional level of these carotenoid synthetic genes in *C. zofingiensis*. It has been showed in *H. pluvialis* that a certain level of TAG, which constitutes the hydrophobic core of lipid droplets, is required for recommending astaxanthin [22, 23], indicative of the metabolite level control of astaxanthin synthesis. This may be also the case for the astaxanthin accumulation in *C. zofingiensis*, as total fatty acids (TFA) and TAG, consistent with astaxanthin, exhibited a considerable decrease under 0.04% CO_2_ (Fig. 7e) and the ratio of astaxanthin/TAG maintained a stable level under different CO_2_ concentrations (Fig. 7f).

**Fig. 7:**
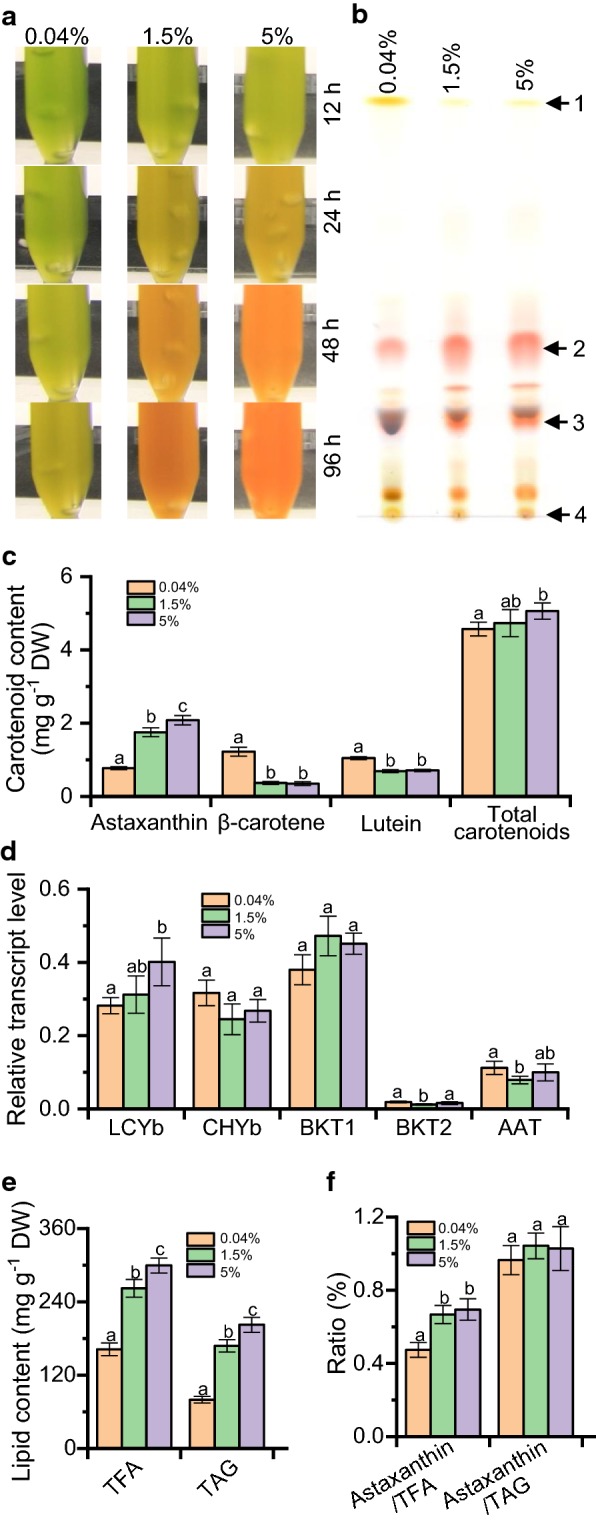
The effect of carbon availability on astaxanthin synthesis in *C. zofingiensis* under ND conditions. The algal cultures were bubbled with 0.04%, 1.5% or 5% CO_2_. **a** The time course color change of cultures. **b** TLC analysis of carotenoids from the algal samples after 48 h of cultivation. 1 β-carotene, 2 astaxanthin di-ester, 3 astaxanthin mono-ester, 4 origin. **c** The content of carotenoids. **d** Transcriptional level of carotenogenic genes as determined by qPCR. The gene expression level was normalized to the internal control β-actin gene. **e** The content of TFA and TAG. **f** The ratio of astaxanthin/TFA and astaxanthin/TAG. The data are expressed as mean ± SD (*n* = 3). Different letters above the bars in each panel of **c**–**f** indicate significant difference (*p* < 0.05), based on One-way ANOVA with post hoc Tukey’s HSD test

### Comparison between *C. zofingiensis* and *H. pluvialis* reveals distinctions in astaxanthin biosynthesis

*Haematococcus pluvialis* and *C. zofingiensis* represent two type species well studied for astaxanthin production [15, 16]. All enzymes involved in the MEP pathway, IPP/DMAPP to primary carotenoids and β-carotenoid to astaxanthin are present in these two phylogenetically closely related algae (Table 1). Nevertheless, the two algae have great difference in the accumulation capacity of intracellular astaxanthin: *H. pluvialis* can accumulate a high astaxanthin level of ~ 4% dry weight [22, 77, 78], while *C. zofingiensis* accommodates astaxanthin generally no more than 0.6% dry weight (Fig. 2; [4, 5, 8, 25]). This may be partly explained by the difference in the transcriptional expression of genes in the MEP pathway and the formation of lycopene from IPP/DMAPP: many genes were up-regulated in *H. pluvialis*, while these genes showed almost no up-regulation in *C. zofingiensis* but instead some were down-regulated including *PDS* and *ZDS* (Table 1). Therefore, *C. zofingiensis* has less carbon flux to carotenoids than *H. pluvialis* contributing to lower astaxanthin content.

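Among the genes from IPP and DMAPP to lycopene, ZDS (Cz10g17010) was no DEG, with log2 fold changes from 0.22 at 3 h to -0.54 at 24 h (standard error 0.09, adjusted p = 0.00015). ZISO (Cz10g17130) was a DEG at 6 h, with -1.03. PSY (Cz05g32220) was no DEG, with at most 0.99 at 12 h. The CRTISO genes differed: Cz14g22040 rose from 4.75 ± 0.907 FPKM (SD, n = 3) at 0 h to 54.5 ± 4.14 at 12 h, a log2 fold change of 3.51, and Cz16g01210 fell from 38.7 ± 3.13 to 14.9 ± 0.776 at 24 h, a log2 fold change of -1.37. The FPKM total of the 3 CRTISO genes changed from 72.5 ± 1.87 to 99 ± 4.01 at 12 h.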

**Table 1:** Comparison of the DEGs of carotenogenesis in *C. zofingiensis* and *H. pluvialis* under various conditions

	MEP	MVA	IPP/DMAPP to primary carotenoids	β-carotenoid to astaxanthin	References^a^
*C. zofingiensis*					
Nitrogen deprivation	Up: *MCS* Down: *DXR*	Up: *AACT*, *HCS* Down: no	Up: *LCYb* Down: *PDS*, *ZDS*, *LCYe*, *CYP97A*, *CYP97C*, *VDE*	Up: *CHYb*, *BKT1*, *BKT2*, *AAT* Down: no	This study
High light	Up: no Down: no	Up: no Down: no	Up: no Down: *ZDS*, *LCYe*	Up: *BKT1*, *BKT2*, *AAT* Down: no	[26]
Glucose induction	Up: *DXS*, *HDR* Down: *CMK*	Up: *IPPI* Down: *AACT*	Up: *LCYb* Down: *PDS*, *ZISO*, *CRTISO*, *LCYe*, *CYP97A*, *CYP97C*, *ZEP*, *VDE*, *NXS*	Up: *CHYb*, *BKT1* Down: *BKT2*	[28]
*H. pluvialis*					
High light	Up: *DXS*, *DXR*, *HDS*, *HDR* Down: no	Up: *HCS* Down: no	Up: *GGPPS*, *PSY*, *PDS*, *ZDS*, *LCYb* Down: no	Up: *CHYb*, *BKT* Down: no	[36]
High light plus nitrogen deprivation	Up: *DXS*, *DXR*, *MCT*, *HDS*, *HDR* Down: no	Up: no Down: no	Up: *GGPPS*, *PSY*, *PDS*, *ZDS*, *LCYb* Down: *LCYe*, *CYP97C*	Up: *CHYb*, *BKT* Down: no	[37]

^a^The DEGs were retrieved from RNA-seq data of the references. Note that there is only one time-point RNA-seq data for Gwak et al. [36], but many carotenogenic genes were verified by qPCR in a time-resolved manner

Also, the astaxanthin ‘purity’ differs in the two algae: astaxanthin represents the predominant secondary carotenoid (accounting for more than 90%) in *H. pluvialis* [16, 23, 36]; by contrast, in addition to astaxanthin, *C. zofingiensis* synthesizes substantial amounts of canthaxanthin, ketolutein and adonixanthin, which together account for ~ 30% of total secondary carotenoids (Fig. 2; [3–5, 25]). It is thought in *H. pluvialis* that astaxanthin comes from β-carotene via the intermediate canthaxanthin catalyzed sequentially by BKT and CHYb [79, 80]. The high efficiency of CHYb in converting canthaxanthin to astaxanthin likely contributes to the accumulation of only trace amount of canthaxanthin in *H. pluvialis* [16, 80]. By contrast, in *C. zofingiensis*, CHYb is probably unable to convert canthaxanthin to astaxanthin leading to canthaxanthin buildup, and BKT is capable of catalyzing the formation of astaxanthin from zeaxanthin yet not in high efficiency causing the accumulation of certain amount of adonixanthin (Fig. 2). This alternative pathway for astaxanthin biosynthesis in *C. zofingiensis*, however, needs further experimental evidences [15].

Although both *H. pluvialis* and *C. zofingiensis* synthesize predominantly esterified astaxanthin (> 90%), the relative abundance of mono-ester and di-ester is different [8, 20, 34, 81]. *H. pluvialis* accumulates a high portion of mono-ester, which can reach ~ 84% of total astaxanthin and is 6.0-fold higher than di-ester [20]. *C. zofingiensis*, on the other hand, synthesizes more di-ester than mono-ester [81]. It has been reported that inhibition of de novo fatty acid synthesis attenuated TAG level and almost abolished the accumulation of esterified astaxanthin in *H. pluvialis* [22, 23], suggesting that the de novo fatty acid synthesis is critical for astaxanthin buildup. Interestingly, treated with de novo fatty acid synthesis inhibitor, *C. zofingiensis* showed no decrease in astaxanthin level; instead, the esterified astaxanthin increased [8]. The mechanism underlying this difference between the two algae remains unknown and is worth of future investigation.

### Identification of engineering targets for rational improvement in astaxanthin

*Chromochloris zofingiensis* is capable of growing robustly under multiple trophic conditions and reaching a much higher cell density than *H. pluvialis* [6]. Nevertheless, the astaxanthin production by *C. zofingiensis* is compromised by its low level of intracellular astaxanthin, which is possibly due to (1) low efficiency of BKT in ketolating zeaxanthin to astaxanthin and inability of CHYb in hydroxylating canthaxanthin to astaxanthin (‘pulling’), (2) limited supply of the isoprene precursor for carotenoid synthesis (‘pushing’), (3) and/or insufficient esterification of astaxanthin for storage in lipid droplets (‘protection’). Accordingly, overexpressing a CHYb capable of converting canthaxanthin to astaxanthin and/or a BKT with high-efficiency conversion of zeaxanthin to astaxanthin has the potential to minimize the accumulation of intermediates (e.g., canthaxanthin and adonixanthin) and pull the carotenoid flux to the end product astaxanthin, leading to elevated astaxanthin content and purity as well. Another feasible way is to stimulate the MEP pathway via overexpressing DXS, DXR and/or HDR genes, providing sufficient precursors (IPP and DMAPP) for carotenoid synthesis. IPP and DMAPP can be exported out of the chloroplast and are used as the precursors for sterol synthesis [66]. Therefore, the overexpression of PSY, PDS or ZDS genes has the potential to drive IPP/DMAPP away from sterol to carotenoids. It is also possible to improve astaxanthin accumulation by *AAT* overexpression, which on the one hand sequesters free astaxanthin thereby releasing the product feedback inhibition, and on the other hand protects astaxanthin against degradation as esterified astaxanthin is considered more stable than free astaxanthin [15].

As multiple biological steps are involved in astaxanthin biosynthesis for intracellular accumulation, single-gene manipulation mentioned above may not achieve satisfactory performance. By contrast, transcription factors (TFs) involved in astaxanthin biosynthesis can be used as the engineering target to bypass the manipulation of multiple genes (not easy to achieve) for better performance. 

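Of the 60 TF genes in Additional file 8, 40 were up-regulated, 17 were down-regulated and 3 were no DEGs by the thresholds of the methods. At 3 h 34 were up-regulated and 12 down-regulated, and at 24 h 24 and 4. A GATA TF (Cz05g04080) fell most, from 70.7 ± 4.74 FPKM (SD, n = 3) at 0 h to 0.01 ± 0.0173 at 6 h, a log2 fold change of -9.34. A bZIP TF (Cz10g29130) rose most, from 2.11 ± 1.21 to 34.9 ± 6.28 FPKM at 24 h, a log2 fold change of 4.13.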

The analysis of *C. zofingiensis* genome using PlantTFDB 4.0 [82] predicted a total of 180 TFs, among which, 60 were ND-induced DEGs (Additional file 8: Data S6). In *C. zofingiensis*, several TFs including Cz10g24240 (MYB) and Cz01g40030 (Nin-like) were predicted to regulate carotenogenesis for astaxanthin synthesis based on co-expression analysis (Additional file 2: Figure S3 and Additional file 9: Data S7); they represent potential engineering targets of TFs for improving astaxanthin production. It is worth noting that the up-regulated genes in astaxanthin correlated well with the genes involved in lipid metabolism for TAG accumulation (Additional file 2: Figure S4), and Cz10g24240 had the potential to regulate both astaxanthin and TAG synthesis (Additional file 9: Data S7; [29]). 

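The MYB TF Cz10g24240 had 22.3 ± 0.923 FPKM (SD, n = 3) at 0 h and 292 ± 5.39 at 12 h, a log2 fold change of 3.71 (standard error 0.12, adjusted p = 3.3e-11). The Nin-like TF Cz01g40030 had 21.6 ± 1.33 FPKM at 0 h and 52 ± 1.5 at 6 h, a log2 fold change of 1.27. Correlations of 60 TFs with the 19 carotenogenic genes of Additional file 9 made 1140 relations. The 0 h samples lay apart from the later ones, at 21.28 to 23.05 FPKM against 144.02 to 296.79 for Cz10g24240 and at 20.1 to 22.63 against 43.03 to 53.76 for Cz01g40030, so correlations are given within the 12 samples from 3 to 24 h. These hold 3 replicates of each of 4 time points, and the permutations treat the 12 samples as independent, so the p-values do not allow for replicates of a time point lying together. Within them Cz10g24240 correlated with CHYb at Pearson's r = 0.95 (two-sided permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 0.0019) and Spearman's rho = 0.94 (permutation p = 3e-05, adjusted p = 0.0057), and at r = 0.93 without the 2 samples farthest from its median. Its r was 0.84 with HCS, 0.75 with AAT, 0.49 with BKT1 (permutation p = 0.1, adjusted p = 0.21; rho = 0.69, permutation p = 0.016, adjusted p = 0.08) and -0.65 with BKT2. Of the 19 genes 5 had an adjusted p under 0.05 with it and 9 an unadjusted permutation p under 0.05, and by Spearman's rho only CHYb had an adjusted p under 0.05. Without the same 2 samples r was 0.74 with HCS, 0.51 with AAT and 0.44 with DXR, from 0.7, and -0.7 with CYP97C, from -0.18. For Cz01g40030 the values of r ranged from -0.67 to 0.56, none of the 19 had an adjusted p under 0.05, and 1 had an unadjusted permutation p under 0.05. As with Cz10g24240, several of these values hung on few samples: without the 2 samples farthest from the median of Cz01g40030, r ranged from -0.59 with AACT to 0.86 with Cz09g14130, from -0.25 with all 12, and was 0.85 with CYP97C, from -0.19.

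**Figure D3:**
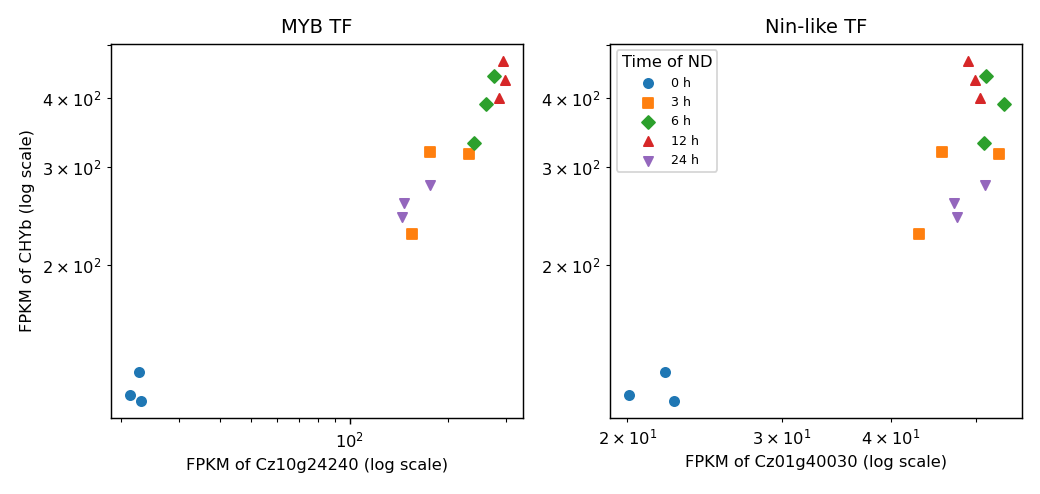
FPKM of CHYb (y axis, log scale) against FPKM of each TF (x axis, log scale) in the 15 ND samples, 1 symbol per time point. The 0 h samples lie at 21.28 to 23.05 FPKM of Cz10g24240 and 20.1 to 22.63 FPKM of Cz01g40030, apart from the 12 later samples.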

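By the rule of an r above 0.85 in size and an adjusted permutation p under 0.05 with at least 40% of the 19 genes, 15 of the 60 TFs counted over the 15 samples, 19 with the replicate number as a block, and 0 over the 12 samples from 3 to 24 h, where 473 of the 1140 relations had an unadjusted p under 0.05. On the means of the 5 time points, where the p of r was not adjusted, 19 TFs counted. Over 15 samples each of the named TFs met the limits with 7 genes in the positive and 7 in the negative direction, and over 12 samples Cz10g24240 met them with 1 gene and Cz01g40030 with 0. From co-expression the paper proposes these TFs as regulators of carotenogenesis.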

In this context, manipulation of this TF may lead to the improvement in astaxanthin and TAG simultaneously and thus is of particular interest. It is worth noting that genetic engineering of *C. zofingiensis* for trait modification requires improvements in the development of genetic tools.

## Conclusions

*Chromochloris zofingiensis* showed a global response to ND including impaired chlorophyll synthesis and photosynthesis, attenuated CO_2_ fixation, and stimulated nitrogen metabolism. A mechanistic model of carotenogenesis for astaxanthin accumulation in *C. zofingiensis* was proposed (Fig. 8). 

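Over the 4 time points of ND the log2 fold changes lay between 1.13 and 1.86 for CHYb, 2.25 and 2.7 for BKT1, 0.94 and 2.14 for BKT2, 1.01 and 1.8 for AAT, and 0.95 and 1.79 for LCYb, which was a DEG at 3, 6 and 12 h and not at 24 h. At 24 h they were -4.65 for LCYe, -1.27 for CYP97C, and -1.58 (Cz09g14130) and -0.93 (Cz13g16110) for the genes listed as CYP97A. The median of the 7 MEP pathway genes was 0.25 at 3 h, 0.19 at 6 h, 0.06 at 12 h and -0.27 at 24 h, and that of the 10 genes from IPP and DMAPP to lycopene 0.18, 0.08, 0.03 and -0.28.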

ND stimulated astaxanthin synthesis from β-carotene (up-regulation of *LCYb*, *CHYb*, *BKT* and *AAT*), repressed lutein synthesis (down-regulation of *LCYe*, *CYP97A* and *CYP97C*), yet had little effect on the MEP pathway and the lycopene formation from IPP/DMAPP, thus diverting the carotenoid flux from primary carotenoids to secondary carotenoids leading to the accumulation of astaxanthin at the expense of lutein. This differs from the mechanism of astaxanthin synthesis in *H. pluvialis* and may partly explain why *C. zofingiensis* achieves a low astaxanthin level. The genes involved in fatty acid synthesis and TAG assembly were up-regulated and correlated well with astaxanthin synthetic genes, likely providing fatty acids for astaxanthin esterification and building lipid droplets for astaxanthin storage. Furthermore, integrated analysis identified several potential gene targets for future rational engineering to improve astaxanthin level. Reconstruction of carotenogenesis pathways and understanding of its regulation for astaxanthin synthesis will pave a way toward developing this alga as an emerging model for studying astaxanthin biosynthesis and production.

**Fig. 8:**
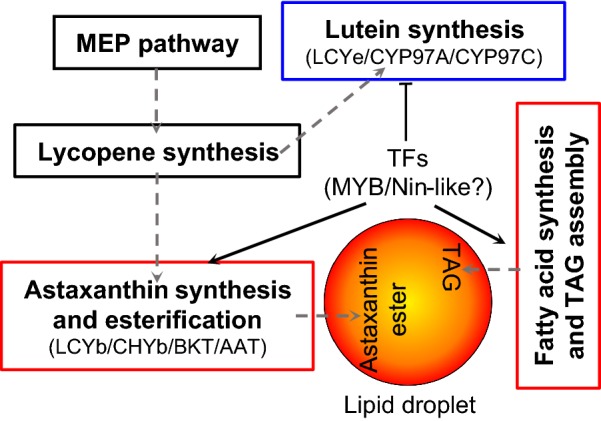
A mechanistic model of carotenogenesis in *C. zofingiensis*. Boxes in red, blue and black indicate up-, down- and non-regulated pathways, respectively. The MEP pathway produces IPP and DMAPP, which are used for the synthesis of lycopene. The synthesized lycopene can enter both lutein synthesis and astaxanthin synthesis. Astaxanthin and TAG, once synthesized, are packed into the lipid droplet for storage. The dashed arrows indicate connections between pathways. The synergistic regulation of astaxanthin, lutein and TAG by TFs is proposed. Solid arrows indicate positive regulation while the T shape designates negative regulation

## Methods

### Algal growth conditions

*Chromochloris zofingiensis* (ATCC 30412), purchased from the American Type Culture Collection (ATCC, Rockville, MD, USA), was maintained on agar plates in our laboratory as previously described [6]. A single colony of the alga was inoculated to a 10-mL tubes containing 2 mL of BG-11 medium and allowed to grow under continuous illumination (30 µE m^−2^ s^−1^) with hand shaking twice per day. When the culture turned green, it was transferred to a 100-mL flask containing 20 mL of medium and cultured for 6 days on an orbital shaker (150 rpm) under the same illumination condition. Thereafter, the culture was transferred to 200 mL of medium in a 3-cm (diameter) glass column for seed preparation, with aeration of 1.5% CO_2_ enriched air and constant illumination of 70 µE m^−2^ s^−1^.

The seed cells were then inoculated to new glass columns with a starting density of 10^7^ cells mL^−1^ and allowed to grow under the above mentioned aeration and illumination conditions (defined as nitrogen replete, NR). After 4 days of cultivation under NR conditions, the algal cells were pelleted by centrifugation, rinsed off three times with nitrogen-free medium (BG-11 medium without nitrogen), and re-suspended in the same medium for nitrogen deprivation (ND) treatment. As for the carbon source availability experiment, algal cultures in the nitrogen-free medium were aerated with different CO_2_ concentrations, namely, 0.04% (air), 1.5% and 5%.

### Determination of growth and photosynthesis-related parameters

Cell number was counted under a light microscope by using a hemocytometer (Neubauer chamber; Sigma-Aldrich, MO, USA). Dry weight was determined by weighting using pre-dried Whatman GF/C filter papers (1.2 μm pore size) according to our previous study [8]. *F*v/*F*m, the potential quantum efficiency of PSII indicating the photosynthetic performance, and non-photochemical quenching (NPQ) were measured in a pulse amplitude-modulated (PAM) fluorometry (Walz, Germany) as previously stated [83]. The algal samples were dark-adapted for 2 h prior to measurement. The level of reactive oxygen species (ROS) was determined according to the procedures from Li et al. [72], using the cell-permeable fluorescent dye chloromethyl-2′, 7′-dichlorodihydrofluorescein diacetate (CM-H2DCFDA; Molecular Probes, OR, USA). The fluorescence intensity was recorded on a fluorescence microplate reader (Thermo Scientific, MA, USA), using 485 nm for excitation and 520 nm for emission.

### Pigment extraction and determination

The algal samples were harvested by centrifugation (washed three times with deionized water) and dewatered on a freeze-drier (Labconco, MO, USA). The lyophilized samples, after being homogenized fully in the presence of liquid nitrogen, were subjected to acetone for pigment extraction (repeat three times). For thin layer chromatography (TLC) analysis, the extracts were separated on a Silica gel 60 TLC plate (EMD Chemicals, Merck, Germany) with the mobile phase consisting of a mixture of hexane/tert-butylmethyl ether (TBME)/acetic acid (80/20/2, by vol). For quantification, the extracts were analyzed according to Liu et al. [11], by a high-performance liquid chromatography system, which is composed of a Waters 2695 separation module, a Waters 2996 photodiode array detector and a Waters Spherisorb 5 µm ODS2 4.6 × 50 mm analytical column (Waters, Milford, MA, USA). To fully separate lutein and zeaxanthin, a Waters YMC Carotenoid C30 column (5 μm, 4.6 × 250 mm) was used as stated by previous studies [73, 81]. Pigments were compared with authentic standards with respect to the retention time, absorption spectra and peak area.

### Lipid extraction and quantification

The algal samples from CO_2_ availability experiment, after harvest, lyophilization and extraction, were used for quantification of total fatty acids (TFA) and TAG according to the previously stated protocols [63]. Briefly, for TFA quantification, the lipid extracts were directly transesterified with 1.5% sulfuric acid in methanol prior to gas chromatography–mass spectrometry (GC–MS) analysis. For TAG quantification, the lipid extracts were separated on a Silica gel 60 TLC plate (EMD Chemicals) with the mobile phase consisting of a mixture of hexane/tert-butylmethyl ether (TBME)/acetic acid (80/20/2, by vol), followed by visualization with iodine vapor, TAG recovery, transesterification and GC–MS analysis.

The transesterified fatty acids were analyzed by using an Agilent 7890 capillary gas chromatograph equipped with a 5975 C mass spectrometry detector and a HP-88 capillary column (60 m × 0.25 mm) (Agilent Technologies, CA, USA). Individual fatty acids were quantified with authentic standards in the presence of the internal standard heptadecanoic acid (Sigma-Aldrich). The content of TFA and TAG was expressed as the content of their corresponding fatty acids.

### RNA-seq data and differentially expressed gene analysis

The RNA-seq data at the Gene Expression Omnibus under Accession number GSE113802 were generated by our recent study that focused on lipid metabolism [29]. A total of 15 transcriptomes were retrieved, corresponding to five time points (each had three replicates) of ND (namely 0, 3, 6, 12 and 24 h). The ND treatment condition was the same as in this study. Differentially expressed gene (DEG) analysis was performed between ND time points (3, 6, 12 and 24 h) and the reference (0 h). 

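At 3 h of ND 2456 genes were up-regulated and 2067 down-regulated among the 13976 tested. The numbers were 2227 and 1514 at 6 h, 2406 and 1442 at 12 h, and 3057 and 1177 at 24 h. In total 6507 genes, 46.6% of those tested, were DEGs at 1 or more time points. At 24 h quantile normalization gave 2094 up-regulated and 1964 down-regulated genes.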

DEGs were defined as followed: the FPKM value of at least one condition was no less than 1 and gene expression showed at least a twofold change with the false discovery rate (FDR) adjusted *p* value less than 0.01.

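With an adjusted p under 0.05 in place of 0.01, as in the paper's figure legends, 6796 genes were DEGs at any time point, against 6507. On simulated changes in 200 genes at 24 h, 71% of genes with a 2-fold change passed the adjusted p and 37% also the limit on the fold change, which the simulated change equals, and 94.5% with a 4-fold change passed both.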

### Quantitative real-time PCR for the validation of carotenogenic genes

Total RNA was extracted from the algal samples (homogenized in the presence of liquid nitrogen) using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. The RNA concentration was determined using a NanoDrop 2000C (Thermo Scientific). The cDNA synthesis and subsequent qPCR were performed as described by our previous study [11] using a 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) with SYBR^®^ Premix Ex Taq™ II (TaKaRa, Japan). Genes and primers used for qPCR were listed in Additional file 7: Table S1. The gene expression level at the transcriptional level was normalized using the β-actin gene as the internal control.

### Reconstruction of carotenogenic pathways

The carotenogenic genes from *Arabidopsis thaliana* and *H. pluvialis* were used to search against the genome of *C. zofingiensis* [26] for the identification of corresponding genes, which were listed in Additional file 4: Data S3. Our recent study has indicated that many gene models from Roth et al. [26] are probably incorrect/incomplete [63]. In this context, we cloned the coding sequence of carotenogenic genes based on our transcriptomic data and the previously published gene sequences and had them verified by sequencing (Additional file 5: Data S4). Subcellular localization prediction was performed based on the confirmed sequences, using the green algae-dedicated software Predalgo (https://giavap-genomes.ibpc.fr/cgi-bin/predalgodb.perl?page=main) [84]. When the program-based prediction is contradictory to the experimentally resolved localization of homologs in other eukaryotic organisms, the subcellular localization of homologs was adopted (Additional file 6: Data S5). The identification of carotenogenic genes and their predicted subcellular localization helped better to reconstruct the carotenogenic pathways, which is shown in Fig. 5.

### Identification of transcription factors involved in carotenogenesis via co-expression analysis based on time-resolved transcriptomes

The correlation coefficient between transcription factor (TF) genes and DEGs involved in carotenogenesis was calculated based on the temporal dynamics of transcripts over the five time points (0, 3, 6, 12, and 24 h) of ND, according to Hu et al. [85]. A correlation was considered significant if the absolute value of the Pearson correlation coefficient was over 0.85 and *p* value was below 0.05. A TF was considered as the regulator of carotenogenesis if it had a significant correlation with at least 40% of the carotenogenic DEGs (Additional file 2: Figure S3 and Additional file 9: Data S7).

## Supplementary information

**Additional file 1: Data S1.** RNA-seq data for the genes involved in chlorophyll metabolism, photosynthesis and CO_2_ fixation.

**Additional file 2: Figure S1**. Pearson correlation among DEGs of photosynthesis-related genes at the transcriptional level. The log_2_-transformed transcript levels (FPKM values) were used for plotting. 1 Chlorophyll biosynthesis; 2 chlorophyll degradation; 3 cytochrome complexes and soluble electron carriers; 4 photosystem I; 5 photosystem II; 6 light-harvesting complexes I and II; 7 ATP synthase. **Figure S2**. Comparison between carotenogenic genes predicted from Roth et al. [26] and ours. The gene models from Roth et al. [26] and us are on the bottom and top of each panel, respectively. The different gene models are designated in red. **Figure S3.** Pearson correlation between DEGs of TFs and carotenogenic genes at the transcriptional level. The log_2_-transformed transcript levels (FPKM values) were used for plotting. **Figure S4.** Pearson correlation among DEGs of astaxanthin synthesis, fatty acid synthesis and TAG assembly at the transcriptional level. The log_2_-transformed transcript levels (FPKM values) were used for plotting.

**Additional file 3: Data S2.** RNA-seq data for the genes involved in ammonium production, transport and assimilation.

**Additional file 4: Data S3.** RNA-seq data for the genes involved in carotenogenesis for astaxanthin synthesis.

**Additional file 5: Data S4.** The verified coding sequence of carotenogenic genes.

**Additional file 6: Data S5.** Subcellular localization prediction of carotenogenic genes.

**Additional file 7: Table S1.** Primers used for qPCR of selected carotenogenic genes.

**Additional file 8: Data S6.** The RNA-Seq data for the DEGs encoding for transcription factors.

**Additional file 9: Data S7.** Pearson correlation between TFs and carotenogenic genes.

## Data Availability

All data generated or analyzed during this study are included in this published article and its additional information files.

## Abbreviations

AACT: acetoacetyl-CoA thiolase
AAH: allantoin amidohydrolase
AAT: long-chain-alcohol O-fatty-acyltransferase
AMI: formamidase
AMT: ammonium transporter
AMX: amine oxidase
ATDI: allantoate deiminase
BKT: beta-carotenoid ketolase
BPGA: 1,3-bisphosphoglycerate
BUP: β-ureidopropionase
CDP-ME: 4-diphosphocytidyl-2-C-methylerythritol
CDP-MEP: 4-diphosphocytidyl-2-C-methyl-d-erythritol 2-phosphate
CHYb: beta-carotenoid hydroxylase
CMK: 4-diphosphocytidyl-2-C-methyl-d-erythritol kinase
CMS: 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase
CRTISO: carotenoid isomerase
CYP97A: cytochrome P450 beta hydroxylase
CYP97C: cytochrome P450 epsilon hydroxylase
DEG: differentially expressed gene
DHAP: dihydroxyacetone phosphate
DHDH: dihydrouracil dehydrogenase
DHP: dihydropyrimidinase
DMAPP: dimethylallyl pyrophosphate
DUR1: urea carboxylase
DUR2: allophanate hydrolase
DUR3: urea active transporter
DXR: 1-deoxy-d-xylulose 5-phosphate reductoisomerase
DXP: 1-deoxy-d-xylulose 5-phosphate
DXS: 1-deoxy-d-xylulose 5-phosphate synthase
E4P: erythrose 4-phosphate
FBA: fructose-bisphosphate aldolase
FBPase: fructose-1,6-bisphosphatase
FBP: fructose 1,6-bisphosphate
FDR: false discovery rate
F6P: fructose 6-phosphate
Fd: ferredoxin
FNR: ferredoxin—NADP (+) reductase
FPP: farnesyl diphosphate
FPPS: farnesyl diphosphate synthase
GAP: glyceraldehyde 3-phosphate
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GDA: guanine deaminase
GDH: glutamate dehydrogenase
Glu: glutamate
Gln: glutamine
GOGAT: glutamate synthase
GGPP: geranylgeranyl diphosphate
GGPPS: geranylgeranyl diphosphate synthase
GPP: geranyl diphosphate
GPPS: geranyl diphosphate synthase
GS: glutamine synthetase
HCR: HMG-CoA reductase
HCS: hydroxymethylglutaryl-CoA synthase
HDR: 4-hydroxy-3-methylbut-2-en-1-yl diphosphate reductase
HDS: 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase
HGM-CoA: 3-hydroxy-3-methylglutaryl-CoA
HMB-PP: (E)-4-Hydroxy-3-methylbut-2-enyl pyrophosphate
hν: photon energy
IPP: isopentenyl pyrophosphate
IPPI: isopentenyl-diphosphate Delta-isomerase
LCYb: lycopene beta cyclase
LCYe: lycopene epsilon cyclase
LHC: light-harvesting complex
MCS: 2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase
MDH: malate dehydrogenase
ME: malic enzyme
MEcPP: 2-C-methyl-d-erythritol 2,4-cyclodiphosphate
MEP: 2-C-methylerythritol 4-phosphate
MK: mevalonate-5-kinase
MPK: phosphomevalonate kinase
MPPD: mevalonate-5-pyrophosphate decarboxylase
NAR1: nitrate transporter, NAR1 family
NAR2: nitrate transporter, NAR2 family
ND: nitrogen deprivation
NIR: nitrite reductase
NR: nitrogen replete
NRD: nitrate reductase
NRT1: nitrate transporter, NRT1 family
NRT2: nitrate transporter, NRT2 family
NPQ: non-chemical quenching
NXS: neoxanthin synthase
OAA: oxaloacetate
2OG: 2-oxoglutarate
PC: plastocyanin
PDS: phytoene desaturase
PEP: phosphoenolpyruvate
PEPC: phosphoenolpyruvate carboxylase
3PGA: 3-phosphoglycerate
PGK: phosphoglycerate kinase
PPDK: pyruvate phosphate dikinase
PQ: plastoquinone
PRK: phosphoribulokinase
PS: photosystem
PSY: phytoene synthase
RBCS: ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit
ROS: reactive oxygen species
R5P: ribose 5-phosphate
RPH: ammonium transporter, Rh family
RPI: ribose 5-phosphate isomerase
RPE: ribulose-phosphate 3-epimerase
RuBP: ribulose 1,5-bisphosphate
Ru5P: ribulose 5-phosphate
SBP: sedoheptulose 1,7-bisphosphate
SBPase: sedoheptulose-1,7-bisphosphatase
S7P: sedoheptulose 7-phosphate
TAG: triacylglycerol
TIM: triosephosphate isomerase
TRK: transketolase
UAH: ureidoglycolate amidohydrolase
UIAH: ureidoglycine aminohydrolase
UOX: urate oxidase
VDE: violaxanthin de-epoxidase
XDH: xanthine dehydrogenase
Xu5P: xylulose 5-phosphate
ZDS: zeta-carotene desaturase
ZEP: zeaxanthin epoxidase
ZISO: zeta-carotene isomerase

# Supplementary material for: Time-resolved carotenoid profiling and transcriptomic analysis reveal mechanism of carotenogenesis for astaxanthin synthesis in the oleaginous green alga Chromochloris zofingiensis
**Source:** Biotechnol Biofuels. 2019 Dec 16;12:287. doi: 10.1186/s13068-019-1626-1
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Pearson correlation among DEGs of photosynthesis-related genes at the transcriptional level. The log2-transformed transcript levels (FPKM values) were used for plotting. 1 Chlorophyll biosynthesis; 2 chlorophyll degradation; 3 cytochrome complexes and soluble electron carriers; 4 photosystem I; 5 photosystem II; 6 light-harvesting complexes I and II; 7 ATP synthase. Figure S2. Comparison between carotenogenic genes predicted from Roth et al. [26] and ours. The gene models from Roth et al. [26] and us are on the bottom and top of each panel, respectively. The different gene models are designated in red. Figure S3. Pearson correlation between DEGs of TFs and carotenogenic genes at the transcriptional level. The log2-transformed transcript levels (FPKM values) were used for plotting. Figure S4. Pearson correlation among DEGs of astaxanthin synthesis, fatty acid synthesis and TAG assembly at the transcriptional level. The log2-transformed transcript levels (FPKM values) were used for plotting.

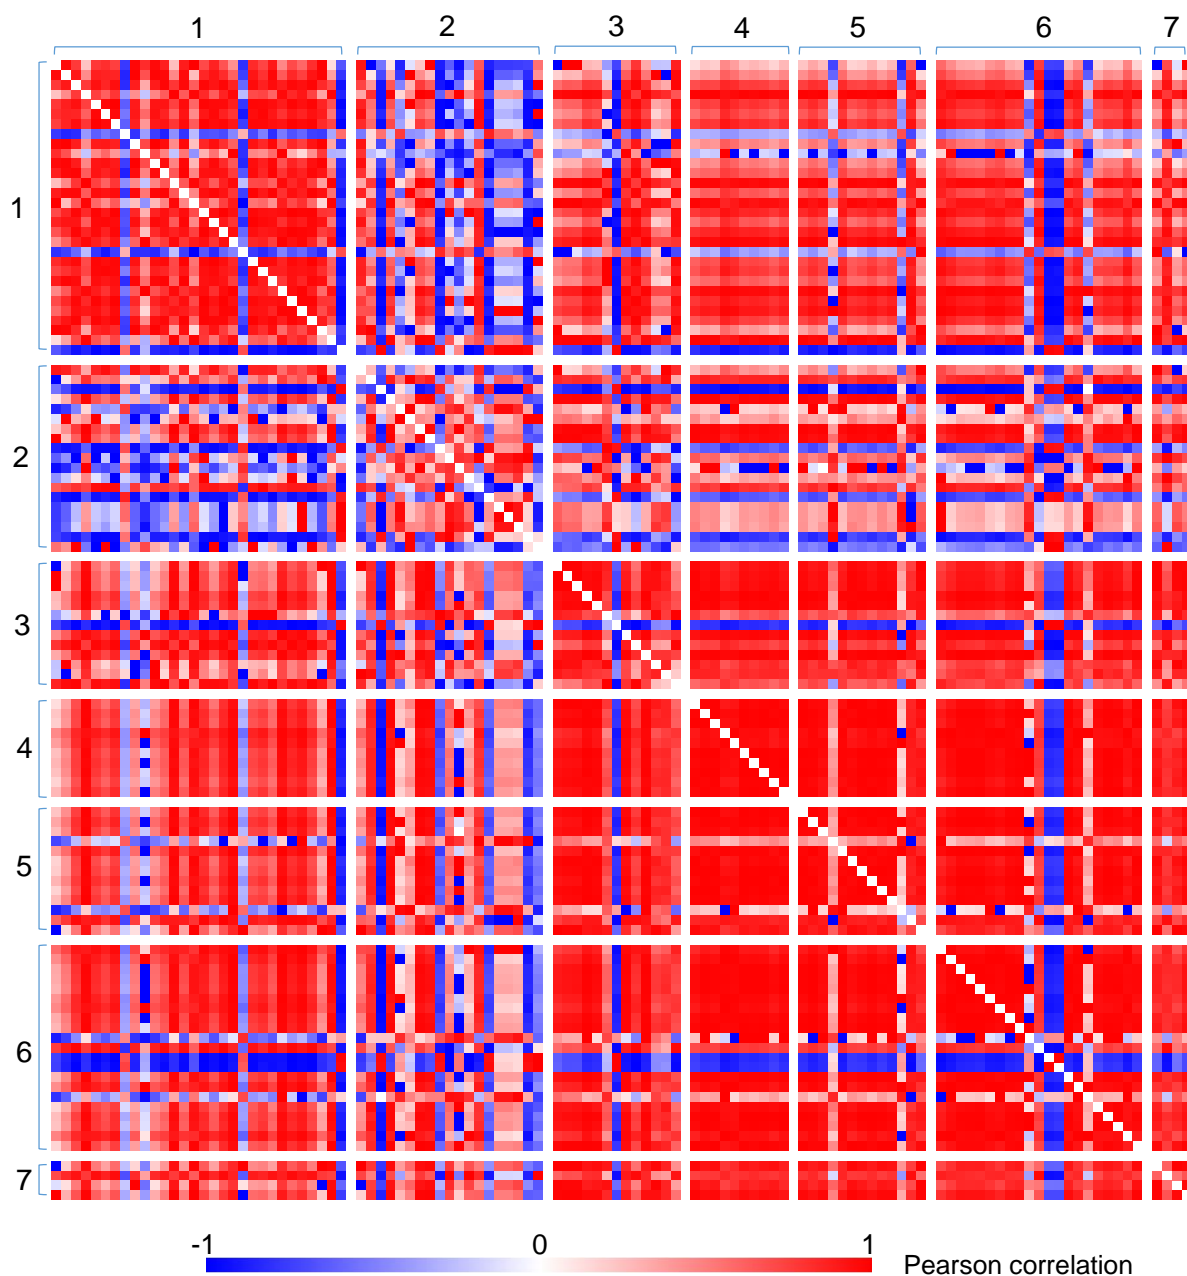

**Figure S1.** Pearson correlation among DEGs of photosynthesis-related genes at the transcriptional level. The  $\log_2$  transformed transcript levels (FPKM values) were used for plotting. 1 Chlorophyll biosynthesis; 2 Chlorophyll degradation; 3 Cytochrome complexes and soluble electron carriers; 4 Photosystem I; 5 Photosystem II; 6 Light harvesting complexes I and II; 7 ATP synthase

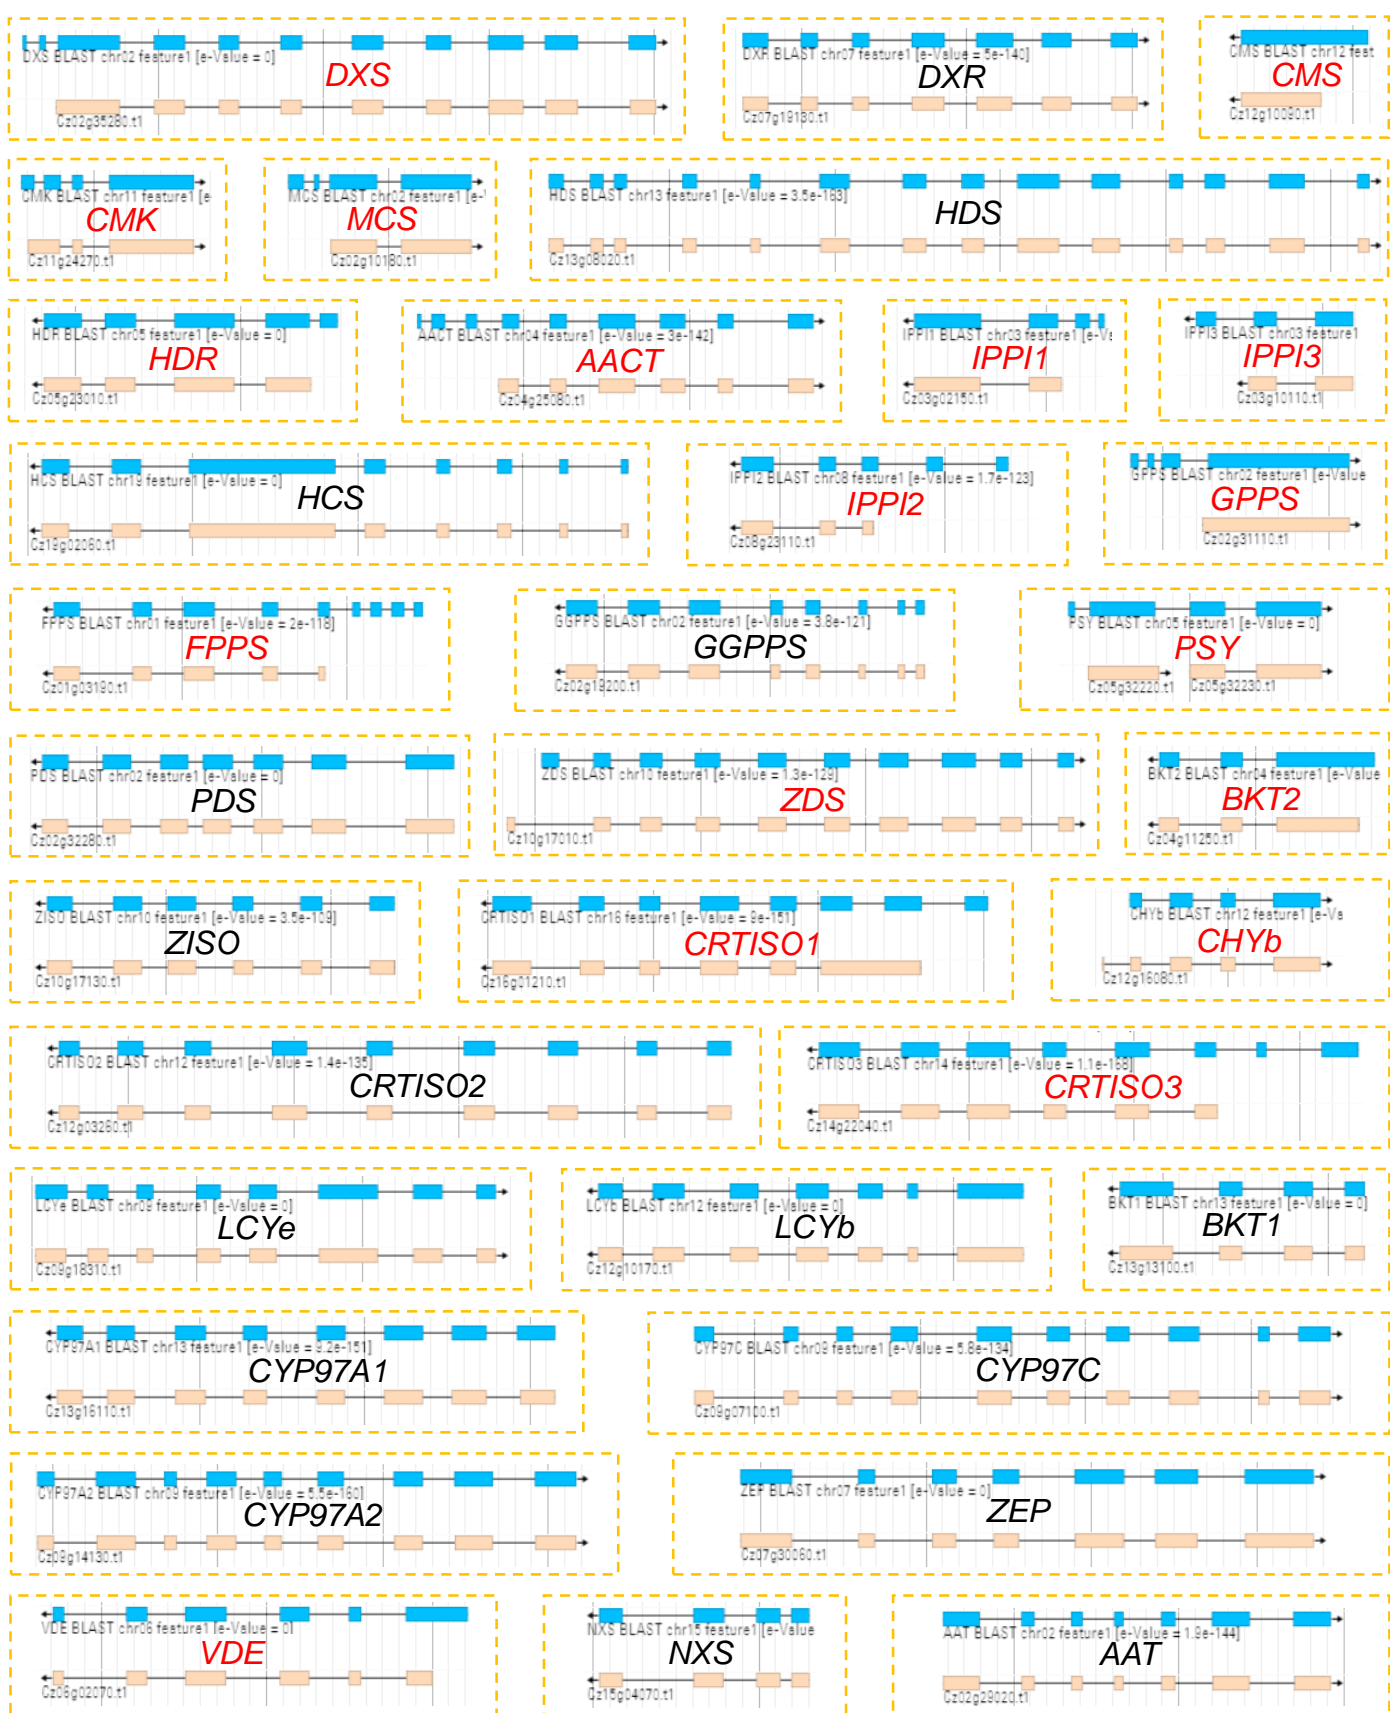

**Figure S2.** Comparison between carotenogenic genes predicted from Roth et al [26] and ours. The gene models from Roth et al [26] and us are on the bottom and top of each panel, respectively. The different gene models are designated in red.

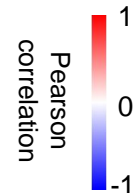

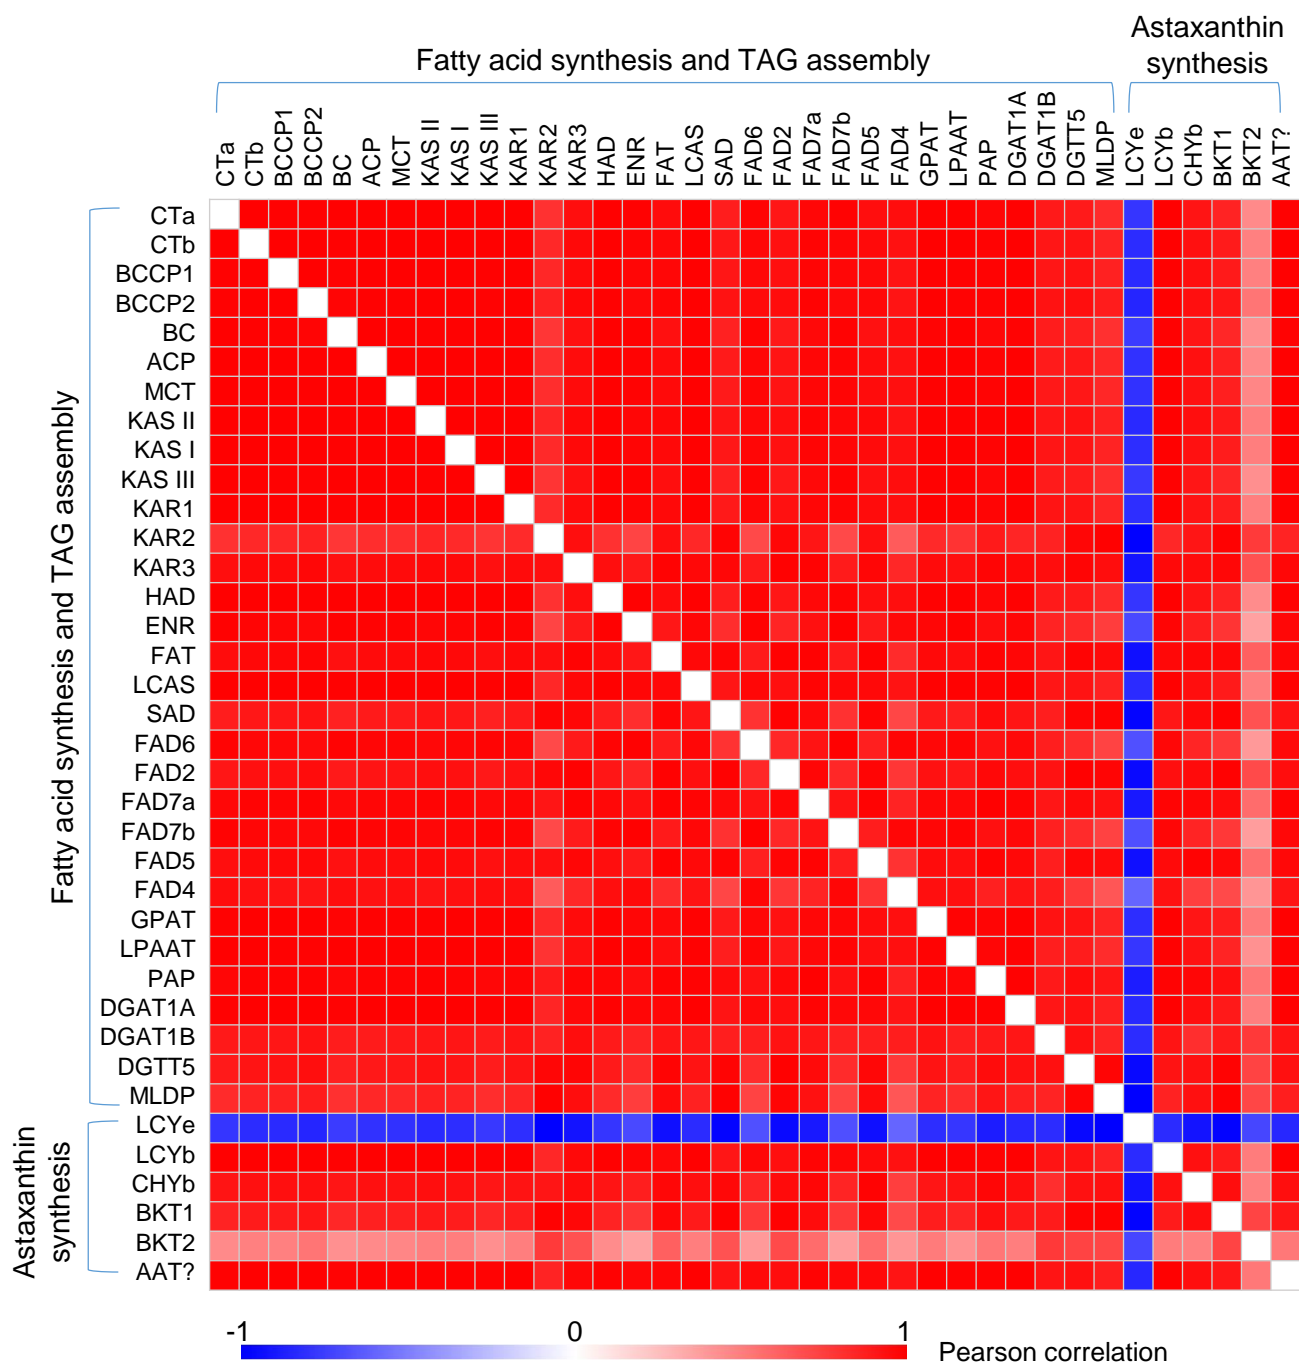

**Figure S4.** Pearson correlation among DEGs of astaxanthin synthesis, fatty acid synthesis and TAG assembly at the transcriptional level. The  $\log_2$  transformed transcript levels (FPKM values) were used for plotting.

# Supplementary material for: Time-resolved carotenoid profiling and transcriptomic analysis reveal mechanism of carotenogenesis for astaxanthin synthesis in the oleaginous green alga Chromochloris zofingiensis
**Source:** Biotechnol Biofuels. 2019 Dec 16;12:287. doi: 10.1186/s13068-019-1626-1
**Supplement:** Supplementary file 7 — Additional file 7: Table S1. Primers used for qPCR of selected carotenogenic genes.

**Table S1**. Primers used for qPCR validation of selected carotenogenic genes

| Gene name | Forward (5’-3’) | Reverse (5’-3’) |
| --- | --- | --- |
| *PDS* | TCTTGGTGGCCAGCAGTATG | CAGGTCGTCAGGTCCAATGA |
| *LCYe* | CAGTGTTTCGCGGTCTTTGA | ACGCGTTGGTAGCTGACAGA |
| *LCYb* | TTCCACTGGCATGGCTTCTT | CTGCCGAGCTCACCATCTG |
| *CHYb* | CGTTACGCACACAAGGCATT | CACAGGCTGAAGGCAGGTACA |
| *BKT1* | ACCTCAAGCCGCACTCAAAT | GCCAGCAGCCATGGTAAAAG |
| *BKT2* | GCCTTCAACAACAGGCGATT | CGCATTGCCCTTGTGAAAGT |
| *AAT* | GGTTGGTGAAGAAGGCCAAA | CATGGATCAGCCCACTCAATG |
| *VDE* | GTTGACCGTGGCTTTGATCTG | TTGAGTTTGCCCACCAGCTT |
| *Actin* | GCTGGCATTCACGACACAAC | TGCCACCACCTTGATCTTCA |

How the deposited data were processed for this re-analysis (not part of the article)

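RNA-seq covered C. zofingiensis before ND (0 h) and after 3 to 24 h of ND (5 time points), and with cerulenin at 6 and 12 h of ND. Each of these 7 groups had 3 replicates, which makes 21 samples. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors prepared the libraries, sequenced them and computed an FPKM value per gene and sample, and these FPKM values, rounded to 2 decimals, were deposited as 1 table of 15369 genes per sample, without pooling of replicates. The aligner, the counting tool, their versions and the genome build are not named in the paper's text or the labels. The mapping and quantification were therefore taken as the authors deposited them.

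The sum of FPKM ranged from 1086637 to 1271018 per sample, and the 10 genes with the highest FPKM made up 5.9% to 8.1% of it. FPKM values give no number of reads, so no counting interval is given for single values. Relative depth between samples was estimated from the smallest steps between low FPKM values of the same gene, and ranged from 0.66 to 1.06 of the first replicate at 0 h. Low values at 24 h, where the mean relative depth was 0.79, are thus the least precise of the ND samples.

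Genes with a mean FPKM of at least 1 in at least 1 of the groups compared were tested, which left 13976 genes for ND and 13660 for cerulenin. The test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with trend and robust) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment per contrast. A DEG had an adjusted p under 0.01 and a log2 fold change of at least 1 in size, after the paper's methods. The 15 ND samples were fitted in one model with each time point compared with 0 h. The 12 samples with and without cerulenin at 6 and 12 h were fitted in another, with the effect of cerulenin at each time and the difference between the 2 effects as contrasts. The genes of the paper's lists were taken from Additional files 1, 3, 4 and 8, and a gene counted as up-regulated or down-regulated when it was a DEG in that direction at 1 or more time points and never in the other. Totals of isogenes were sums of FPKM per sample, compared with 0 h by a two-sided exact permutation test of the mean log2 totals.

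The genes named in the text are those the paper names by ID or by a symbol that its additional files pair with an ID, the genes of each list that rose or fell most among DEGs whose replicates do not overlap with those at 0 h, the 2 genes that rose most and the 2 that fell most among all DEGs without overlap between replicates at 24 h of ND and with cerulenin at 6 and 12 h, and the 19 carotenogenic genes of Additional file 9 for cerulenin. Gene names come from the additional files only.

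TFs and carotenogenic genes were compared by Pearson's r of log2(FPKM + 0.1) over the 15 ND samples, with two-sided p from 100000 permutations and Benjamini-Hochberg adjustment over 1140 relations. A relation counted with an r above 0.85 in size and an adjusted p under 0.05, and a TF counted when 40% or more of the 19 genes did so. Random gene lists were drawn 10000 times, matched on mean FPKM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

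Both procedures were tested on simulated data. Values were drawn from the means at 0 h and the spread within time points, and 200 genes were changed by a known fold at 24 h. With a 2-fold change, which equals the limit for a DEG, 71% passed the adjusted p and 37% were called, with a 4-fold change 94.5% and with an 8-fold change 98%, and wrong calls among the other genes numbered 1, 0 and 0. Of 10 TFs simulated to follow 10 of the 19 genes, 10 were recovered, and of 50 independent TFs 0 met the rule. This does not test TFs that share only the difference between 0 h and the later samples with the genes.

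The paper states no pairing of replicates by number, and the replicate number was therefore not in the model. The mean correlation of residuals between samples of the same number was 0.019 (63 pairs) and between samples of different numbers -0.01 (126 pairs). With the replicate block 6547 genes were DEGs at any time point, against 6507 without it.

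Alternatives were a pseudocount of 1 or 0.01, no filter or a mean FPKM of at least 10, FPKM rescaled to TPM, median-ratio scaling, quantile normalization, an adjusted p under 0.05, a model of only the 2 groups compared, eBayes without trend and robust, the replicate number as a block, and each replicate left out in turn. For the TFs they were the pseudocounts, linear FPKM, the 5 time point means, the 12 samples from 3 to 24 h, Spearman's rho, median-ratio scaling and the replicate block. The qPCR, pigment, lipid and growth measurements were not analysed here, and the correlations with lipid genes were left out because the paper gives no IDs for those genes.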

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

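All tests of explanations in this part were chosen after the results were seen, and the model and its thresholds were set before the data were examined.

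Time points of ND. Of the 284 genes of the paper's lists that were tested, 133 changed between 3 and 24 h of ND by the thresholds used against 0 h, 47 of them higher and 86 lower at 24 h. The difference itself was tested, as a contrast of 24 h with 3 h. In addition 2 genes of the lists were DEGs in opposite directions at different time points, FBA (Cz03g06050) with a log2 fold change of 1.16 at 3 h and -2.91 at 24 h, and RPI (Cz05g13260) with -1.93 at 3 h and 1.18 at 24 h. The labels give no batch, so the time of ND cannot be told apart from batches of harvests or libraries. No explanation was tested for these genes.

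Counts of DEGs under ND. Other splits of the samples were counted for each comparison. For 3, 6, 12 and 24 h against 0 h, 4 splits of the 6 samples part all same-numbered pairs. Only the real split among these 4 gave as many DEGs. The same 6 samples have 10 splits in all, some of which keep same-numbered samples together. Those other than the real one gave at most 2, 1, 1 and 1 DEGs. So few splits cannot give a small p. The real splits gave 4523, 3741, 3848 and 4234 DEGs in the same order. These numbers, against at most 2, 1, 1 and 1, argue against a random grouping of the samples. For DEGs at any time point, 100 relabellings of the time points within replicate numbers were used, and 1 of the 100, the real one, gave as many as 6507, with 3347 as the next largest.

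For the gene lists the same 100 relabellings were used, the real one included. As many DEGs as in the real one were found in 1 of the 100 for chlorophyll biosynthesis, chlorophyll degradation, cytochromes and soluble electron carriers, PS II, the Calvin-Benson cycle, nitrogen assimilation and release, carotenogenesis and the TFs, in 2 of the 100 for ATP synthase, the Ci transporters and nitrogen transport, in 3 of the 100 for PS I, NPQ and C4-like CO2 fixation, and in 4 of the 100 for LHC. The paper chose the 60 TFs because they were DEGs, so that their count is not an independent test of ND.

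A gene outside the paper's lists. Over all genes tested at 24 h, Cz01g09270 was among the 2 that rose most, with a log2 fold change of 9.67. It was listed at 0 FPKM at 0 h and had 81.4 ± 2.69 FPKM (SD, n = 3) at 24 h. The files do not pair the ID with a name, and no explanation was tested for it.

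Samples with cerulenin. The paper does not report on these. With cerulenin 1657 genes were DEGs at 6 h of ND, 203 up and 1454 down, and 1456 at 12 h, 194 up and 1262 down, and 131 genes were up and 976 down at both times. At 6 h and at 12 h, 4 splits part all same-numbered pairs, and only the real one gave as many DEGs. The others of the 10 splits gave at most 2 and 1. So few splits cannot give a small p. Even so, 1657 and 1456 DEGs against at most 2 and 1 argue against a random grouping of the samples. At 6 h the largest rises were those of Cz09g24190 (6.91) and Cz01g21050 (6.33) and the largest falls those of Cz03g34180 (-4.87) and Cz01g32260 (-4.63). At 12 h they were those of Cz03g26060 (5.85) and Cz02g32100 (5.03) and of Cz07g07110 (-7.15) and Cz16g09090 (-6.11). Cz09g24190 rose from 0 to 12.2 ± 3.16 FPKM (SD, n = 3) at 6 h, and Cz03g26060 from 0 to 5.75 ± 1.09 at 12 h. At 12 h Cz07g07110 fell from 14.2 ± 2.65 FPKM to 0, and Cz16g09090 from 7.12 ± 2.52 to 0. The size of these changes from or to 0 thus depends on the pseudocount. Cz07g07110 also ranged from 0 to 12.86 FPKM among the ND replicates at 6 h. Cz09g24190 was no DEG at 12 h (-2.01, standard error 1.61) and Cz07g07110 none at 6 h (-2.45, standard error 1.76), and neither was among the genes whose effect differed between the times. Cz02g32100 rose at both times, to 464 ± 78.6 and 382 ± 3.06 FPKM (SD, n = 3).

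The excess of DEGs down over DEGs up with cerulenin was tested against 3 technical explanations. If the scaling of the samples were the whole cause, the ratio of DEGs down to DEGs up would lie near 1 after quantile normalization. The lower of the ratios at 6 and 12 h was 2.14, from 7.16 and 6.51. If a few genes taking most of the FPKM were the whole cause, the ratio would lie near 1 after median-ratio scaling. The lower ratio was then 3.38. The excess was thus smaller after both kinds of scaling and remained after both. Quantile normalization gives every sample the same distribution, which lowers such an excess whatever its cause. It thus cannot show how much of the excess scaling accounts for. With FPKM rescaled to TPM the excess was larger, with 189 genes up and 1595 down at 6 h and 155 up and 1472 down at 12 h. If lower depth were the cause, the ratio would lie near 1 among genes with a mean FPKM of at least 10. The lower ratio was then 5.13, while the mean relative depth was 0.87 and 0.86 with cerulenin against 0.94 and 1 without. Shared reads between similar genes, batches and mislabelled samples were not tested, so the excess cannot be told apart from these.

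The difference between the 2 cerulenin effects. The response to cerulenin differed between 12 and 6 h in 14 genes by the interaction contrast, 13 with a higher effect at 12 h and 1 with a lower one, and 3528 genes had an unadjusted p under 0.05. The real split was the only 1 of 4 to give as many, and the largest of the others gave 1, which is too few splits to tell. With the replicate number as a block only 1 gene met the thresholds, so that the count of 14 rests on the choice of model.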

How the results depend on the processing

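The tests of explanations cited here were chosen after the results were seen. All alternatives were set before the data were examined, except Spearman's rho over 12 samples, which was chosen after seeing the data.

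Of the counts of DEGs under ND, each stayed within 1.5 times its value under all 11 alternatives and with any replicate left out, except the number down-regulated at 24 h, which rose from 1177 to 1964 after quantile normalization, while the number up-regulated fell from 3057 to 2094. The cause was not tested. The number of DEGs at any time point ranged from 6336 to 6590 across the 15 fits that each left out one replicate, and with the replicate number as a block it was 6547 against 6507.

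Apart from the fits that left out a replicate, counts in gene lists that moved by more than 1.5 times their value did so by 1 gene. With a mean FPKM of at least 10 the genes up were 1 in place of 2 for chlorophyll biosynthesis, C4-like CO2 fixation and the Ci transporters. With a pseudocount of 0.01 the PS II genes up were 1 in place of 2. With TPM and with an adjusted p under 0.05 the NPQ genes up were 2 in place of 1. With median-ratio scaling and with quantile normalization the genes down were 2 in place of 1 for C4-like CO2 fixation and for nitrogen transport. Across the 15 fits that each left out one replicate, NPQ genes up ranged from 1 to 2, nitrogen transport genes down from 1 to 2, and nitrogen assimilation and release genes down from 2 to 4. Other counts moved by a smaller factor and in part by more genes, with TPM from 14 to 19 for carotenogenesis genes up, from 17 to 12 for TFs down, from 12 to 9 for Calvin-Benson cycle genes down and from 5 to 7 for chlorophyll degradation genes up. The causes were not tested.

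With cerulenin, quantile normalization gave 316 genes up and 677 down at 6 h, against 203 and 1454, and 332 up and 752 down at 12 h, against 194 and 1262. Across the 6 fits that each left out one replicate the genes up at 6 h ranged from 177 to 350. The genes with a higher effect at 12 h than at 6 h, 13, were 5 with median-ratio scaling, 2 with quantile normalization, 64 with an adjusted p under 0.05 and 1 with the replicate block, and ranged from 0 to 14 across the 12 fits that each left out one replicate. Those with a lower effect, 1, were 3 with a pseudocount of 1 and with no filter, 2 with a mean FPKM of at least 10, with median-ratio scaling and without trend and robust, 17 with an adjusted p under 0.05 and 0 with the replicate block, and ranged from 0 to 19 across those 12 fits. The causes were not tested. Beside the counts of 0, 3528 genes had an unadjusted p under 0.05 in the test with all samples and no block.

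The number of TFs that met the correlation rule, 15, was 0 over the 12 samples from 3 to 24 h, 0 with Spearman's rho and 0 with Spearman's rho over those 12 samples, where 473, 479 and 359 of the 1140 relations had an unadjusted p under 0.05. It was 19 on the 5 time point means, where p was not adjusted, 19 with the replicate block, 14 with a pseudocount of 1, 11 with linear FPKM, 10 with median-ratio scaling, and 12 to 20 across the 3 fits that each left out one replicate number.

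Among 4652 recalculated log2 fold changes under ND, 53 lost and 33 gained the status of a DEG without a change of direction (32 and 24 of 2544 with a sample left out), and 14 changed sign, none of them a DEG. With quantile normalization the values that changed sign were 0.26 for FNR (Cz02g17180) at 6 h, -0.04 and -0.44 for PsbS (Cz03g01250) at 3 and 12 h, -0.01 for DUR2 (Cz04g38290) at 24 h, 0.14 for the ATP synthase gene Cz05g34180 and 0.13 for Cz09g21130 at 3 h, -0.41 for the PAO gene Cz06g27150, -0.08 for the GOGAT gene Cz08g04180 and 0.05 for LHCSR (Cz16g02040) at 24 h. With median-ratio scaling they were -0.02 for Cz04g38290, -0.11 for Cz06g27150 and -0.11 for Cz08g04180 at 24 h, and -0.02 for the Fd gene Cz07g28150 at 6 h. With TPM it was 0.05 for HDR (Cz05g23010) at 24 h. Across the 6 fits that each left out one replicate, the sign changed for Cz03g01250 at 12 h (-0.08 to 0.39), PSY (Cz05g32220) at 3 h (-0.02 to 0.36), Cz07g28150 at 6 h (-0.15 to 0.1) and Cz08g04180 at 24 h (-0.09 to 0.18). The causes were not tested.

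With cerulenin 21 of 584 recalculated log2 fold changes changed sign, all of them of carotenogenic genes that were no DEGs, 3 lost the status of a DEG and 2 gained it. With a sample left out, 17 of 324 lost the status of a DEG and 2 gained it. With median-ratio scaling the values that changed sign at 6 h were 0.12 for MCS (Cz02g10180), 0.03 for AAT (Cz02g29020), 0.13 for BKT2 (Cz04g11250), 0.12 for LCYb (Cz12g10170), 0.23 for BKT1 (Cz13g13100), 0.19 for CRTISO (Cz16g01210) and 0.08 for HCS (Cz19g02060), and 0.12 for LCYe (Cz09g18310) at 12 h. With quantile normalization at 6 h they were 0.09 for Cz02g10180, 0.6 for Cz04g11250, 0.44 for Cz09g18310, 0.07 for ZISO (Cz10g17130) and 0.38 for Cz16g01210, and at 12 h 0.41 for Cz04g11250, 0.01 for CYP97C (Cz09g07100), 0.62 for Cz09g18310, 0.08 for Cz10g17130, -0.1 for Cz12g10170, -0.02 for Cz13g13100 and 0.17 for Cz16g01210. With TPM it was -0.01 for IPPI (Cz03g10110) at 6 h. Across the 6 fits that each left out one replicate, the sign changed for Cz04g11250 at 6 h (-0.19 to 0.05), Cz09g18310 at 12 h (-0.3 to 0.17) and Cz13g13100 at 6 h (-0.26 to 0.14). The causes were not tested. Of the 204 recalculated isogene totals 67 moved by more than the replicate SD, 54 of them with TPM and 13 with median-ratio scaling, and none changed direction.

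FPKM values without read counts limit what can be said of genes near 0.

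Some alternatives gave no value. With a mean FPKM of at least 10, 412 of the 424 log2 fold changes under ND and 44 of the 54 with cerulenin were calculated, because the other genes were not tested. The model of only the 2 groups compared cannot give the difference between the cerulenin effects.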

Differences from the paper's values

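No test of a cause is reported in this part. Of 95 values compared under the thresholds of the methods, 20 differed from the paper's. Fold changes, ratios and counts were taken to differ when they lay more than 1.5 times apart and, where replicates give an SD, by more than the SD, and log2 fold changes when they lay more than the replicate SD apart or had opposite signs. A gap is called closed when an alternative no longer differs by this rule.

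The largest fall among chlorophyll biosynthesis genes at 3 h was 800-fold on the log2(FPKM + 0.1) scale, with a replicate SD of 469. The paper states about 2000-fold, for the vast majority of these genes rather than for the largest fall. With a pseudocount of 0.01 the largest fall was 2376-fold, which closed the gap for this measure, and none of the other alternatives did. The median of the 30 genes at 3 h was -4.64 on the log2 scale, against -9.64 for the largest fall. This median thus lay further from 2000-fold than the largest fall did. The fall of CYP97A (Cz13g16110) was 1.9-fold against the paper's 3-fold for the CYP97A and CYP97C genes, and no alternative reached the paper's value. With median-ratio scaling (2.09-fold) and quantile normalization (2.17-fold) it came within 1.5 times of it. The other gene listed as CYP97A, Cz09g14130, fell 2.98-fold in mean FPKM at 24 h, close to the paper's value. For the total of the 2 genes the difference between the mean log2 totals was -1.3 at 24 h. The ratio of BKT1 to BKT2 FPKM was 80.4 at 6 h and 68.3 at 12 h against the paper's 30, for which it names no time point, and no alternative was calculated for this ratio.

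None of the nitrate transporters was a DEG that fell (0), against the paper's 1, and median-ratio scaling and quantile normalization closed the gap. For NPQ 0 genes were DEGs down against the paper's 1 in its additional file, and none of the alternatives closed the gap. For C4-like CO2 fixation 1 gene was down against the paper's 2, and for nitrogen transport 1 against the paper's 2, and for both median-ratio scaling and quantile normalization closed the gap. Without regard to multiple testing 9819 genes had an unadjusted p under 0.05 at 24 h.

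The log2 fold change of PDS at 24 h was -0.87 against the paper's -1.14, a gap closed by median-ratio scaling and quantile normalization. For LCYb it was 1.68 against the paper's 1.54 at 12 h, closed by none of the alternatives, and 0.95 against the paper's 0.71 at 24 h, closed by median-ratio scaling. For CHYb at 24 h it was 1.13 against the paper's 0.89, closed by median-ratio scaling. For BKT1 it was 2.70 against the paper's 2.58 at 12 h, closed by none, and 2.27 against the paper's 2.03 at 24 h, closed by median-ratio scaling. For AAT it was 1.68 against the paper's 1.55 at 12 h, closed by a pseudocount of 1, median-ratio scaling and quantile normalization, and 1.01 against the paper's 0.76 at 24 h, closed by quantile normalization. For VDE it was -2.43 against the paper's -2.57 at 12 h, closed by quantile normalization, and -2.53 against the paper's -2.78 at 24 h, closed by median-ratio scaling and quantile normalization. Alternatives not named for a value did not close its gap. Over all listed genes with a value, the log2 fold change differed from the paper's by more than the replicate SD for 5 of 283 genes at 3 h, 21 at 6 h, 133 at 12 h and 173 at 24 h, and the call was the same for 276, 278, 271 and 259 of them.

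For the TFs Cz10g24240 and Cz01g40030, 7 carotenogenic genes met the limits with a negative correlation for each, against the paper's 4 for each. Median-ratio scaling closed the gap for both. The 7 were counted over 15 samples with an adjusted p, while the paper used the 5 time points and states no adjustment. On the means of the 5 time points, with p not adjusted, 8 genes met the limits with a negative correlation for each TF.

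The paper's statements on single genes differ from the values here in these cases. The paper counts all 60 TFs as DEGs, and 57 were DEGs here. The paper places ZDS among the down-regulated genes, and ZDS (Cz10g17010) was no DEG, with -0.54 at 24 h, while ZISO (Cz10g17130) was a DEG at 6 h with -1.03. It describes DUR3 and DUR1 as up-regulated and not DUR2, and DUR2 (Cz04g38290) was a DEG at 3 h with 1.01. It describes CHYb as more up-regulated than LCYb, and CHYb was above LCYb at 12 h (1.86 against 1.68) and 24 h (1.13 against 0.95) but below it at 3 h (1.26 against 1.7) and 6 h (1.69 against 1.79). It describes BKT in the same way, and BKT1 was above LCYb at all 4 time points (2.25 to 2.7), while BKT2 was above it at 3 h (1.9) and 24 h (2.14) and below it at 6 h (0.94) and 12 h (1.38). The paper's Fig. 5 legend judges enzymes with several genes by their total transcripts. By the total of the BKT genes the log2 differences were 2.25 to 2.68, above LCYb at all 4 time points, as the paper describes. It describes the MDH genes as down-regulated, and Cz01g16230 was no DEG, with -0.9 at 24 h. For Cz14g25130 the FPKM values in Additional file 1 are not those of the deposited samples.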

Other observations

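Apart from the rule for co-expressed TFs and the cerulenin contrasts of the model, all tests in this part were chosen after the results were seen.

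The rule for co-expressed TFs was met by 15 of the 60 TFs over 15 samples. When the 12 samples from 3 to 24 h were shuffled for the carotenogenic genes against the TFs and the 0 h samples were kept, with the limit on r alone, a median of 10 TFs (6 to 15 in 1000 shuffles) still met it, and 1 of the 1000 shuffles gave 15. The difference between 0 h and the later samples may therefore account for most of the count, while the order of the later samples adds to it. With the same limit on r, 28.5% of the 6432 other DEGs met the rule, against 22.8% of the 57 TFs that were DEGs, and 95.9% of 10000 random lists of other DEGs, matched on mean FPKM, held as many genes that met it. The rule thus does not set TFs apart from DEGs in general in these samples. Mutual regulation was not tested.

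The paper's log2 fold changes in the additional files lay below the log2 ratios of mean FPKM by a nearly constant amount at each time point, with a median of -0.02 at 3 h, -0.06 at 6 h, -0.14 at 12 h and -0.25 at 24 h. At 24 h the range between the quartiles was 0.01 over 230 genes, which is what a scale factor per sample in the paper's test would give. Median-ratio scaling of the FPKM values left a median of -0.11 at 24 h, so this scaling, applied to the FPKM values, is not the whole difference. The paper names no normalization for its test, and a scale factor from read counts could not be computed. A scale factor may be the source of part of the differences in log2 fold change at 12 and 24 h.

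With cerulenin none of the 19 carotenogenic genes was a DEG. At 6 h their log2 fold changes lay between -0.89 and 0.55 and 10 had an unadjusted p under 0.05, and at 12 h they lay between -0.5 and 0.53 and 11 did. CHYb had 0.55 at 6 h (standard error 0.1, adjusted p = 0.0012) and 0.53 at 12 h. Of the 19 genes 5 had an adjusted p under 0.01 at each time, with changes that stayed under the 2-fold limit.

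Of the 1454 genes down with cerulenin at 6 h, 45.2% were DEGs up at 24 h of ND, a contrast that shares no sample with the cerulenin contrast, against 21.4% of all genes tested in both. If only the samples shared with ND 6 h were the cause, this share would lie near the background. In 10000 random lists matched on mean FPKM the median share was 25.6% and 0 lists had as high a share. At the matching time, 6 h of ND, the share was lower, with 24.9% of the 1454 genes up against a random median of 15.7%, and this contrast shares its ND samples with the cerulenin contrast. Cerulenin may thus counteract part of the induction by ND, as a hypothesis, since the pattern was found and tested in the same data and genes are not independent. Batches and mislabelled samples were not tested.

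The 30 PS I and LHC genes tested had a median log2 fold change of 1.51 with cerulenin at 12 h, of which 3 were DEGs, and 0.03 at 6 h. Their median FPKM rose from 1.76 to 10.9, and 13 of the 30 had no overlap between the replicates. Scaling would give 0 or less after quantile normalization, and the median was 2.01. A pseudocount effect at low FPKM would give about 0 with a pseudocount of 1, and the median was 1.19. In 10000 random lists matched on mean FPKM over all 21 samples, 0 had as high a median. At 12 h of ND the median log2 fold changes of PS I and LHC genes against 0 h were -9.36 and -9.4. The 0 h samples thus dominate the mean used for matching, and the lists cannot exclude an effect of low FPKM at 12 h. With replicate 3 with cerulenin at 12 h left out, the median was 0.5, against 1.36 to 1.98 with any other sample left out, so the rise cannot be told apart from the effect of this sample, and it may be a property of that sample.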
